# *Saccharomyces cerevisiae* employs complex regulation strategies to tolerate low pH stress during ethanol production

**DOI:** 10.1186/s12934-022-01974-3

**Published:** 2022-11-24

**Authors:** Yajing Wu, Bo Li, Bu Miao, Caiyun Xie, Yue-Qin Tang

**Keywords:** *Saccharomyces cerevisiae*, Low pH-tolerant, Transcriptome analysis, Thiamine metabolism, Ethanol production

## Abstract

**Background:**

Industrial bioethanol production may involve a low pH environment caused by inorganic acids, improving the tolerance of *Saccharomyces cerevisiae* to a low pH environment is of industrial importance to increase ethanol yield, control bacterial contamination, and reduce production cost. In our previous study, acid tolerance of a diploid industrial *Saccharomyces cerevisiae* strain KF-7 was chronically acclimatized by continuous ethanol fermentation under gradually increasing low-pH stress conditions. Two haploid strains B3 and C3 having excellent low pH tolerance were derived through the sporulation of an isolated mutant. Diploid strain BC3 was obtained by mating these two haploids. In this study, B3, C3, BC3, and the original strain KF-7 were subjected to comparison transcriptome analysis to investigate the molecular mechanism of the enhanced phenotype.

**Result:**

The comparison transcriptome analysis results suggested that the upregulated vitamin B1 and B6 biosynthesis contributed to the low pH tolerance. Amino acid metabolism, DNA repairment, and general stress response might also alleviate low pH stress.

**Conclusion:**

*Saccharomyces cerevisiae* seems to employ complex regulation strategies to tolerate low pH during ethanol production. The findings provide guides for the construction of low pH-tolerant industrial strains that can be used in industrial fermentation processes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12934-022-01974-3.

## Background

As a renewable clean energy, bioethanol is an important substitute for gasoline. The research on bioethanol production has an important social, economic, and environmental significance. *Saccharomyces cerevisiae*, the main species used in industrial bioethanol production, grows optimally in pH 4.0–6.0 conditions [1]. In industrial bioethanol production using cell cycle technology, inorganic acid such as sulfuric acid is often used to clean yeast cells to control bacterial contamination [2–4]. In addition, lowering the pH is a general method to reduce the risk of bacterial contamination in bioethanol fermentation [4, 5]. In recent years, lignocellulosic biomass has been widely used in bioethanol production. The pretreatment of lignocellulosic biomass may involve harsh inorganic acid pre-treatment which results in a relatively low pH of pretreated material [4, 6]. The extensive washing and/or detoxification to remove the acid before fermentation will inevitably increase the cost. Meanwhile, low pH may reduce cell viability and consequently the fermentation yield [2, 4, 7]. Therefore, improving the tolerance of *S. cerevisiae* to a low pH environment caused by inorganic acids may be of industrial importance to control bacterial contamination, increase ethanol yield and reduce production cost.

Current researches mostly adopt traditional methods to breed low pH-tolerant strains, such as continuous acclimation under low pH conditions, haploidization, and mating. Fletcher et al. obtained an HCl-tolerant yeast HCl-1 from haploid *S. cerevisiae* CEN.PK 113-7D by continuous transfer for 281 generations under gradually decreasing pH conditions [4]. Mitsumasu et al. obtained two diploid mutant strains by continuous fermentation under acidic or high-temperature conditions, followed by haploidization and mating, and strain AT with significantly improved low pH- and thermo-tolerance was developed [8]. Benjaphokee et al. obtained *S. cerevisiae* TJ14 with improved heat and acid tolerance by spore-to-cell mating of strains with different phenotypes [9]. These traditional breeding methods are time-consuming and laborious. However, the molecular mechanism of yeast's long-term tolerance to low pH is still unclear. To date, only few studies regulated individual genes through rational genetic engineering to improve the low pH tolerance of *S. cerevisiae*. For example, Matsushika et al. found that *GAS1* overexpression can improve the low pH tolerance of *S. cerevisiae* [10]. Therefore, systematic elucidation of the low pH tolerance mechanism of *S. cerevisiae* would provide potential modifying targets for the construction of low pH-tolerant strains by genetic engineering. It has a guiding significance for many industrial fermentation processes, besides ethanol production.

Studies have shown that low pH activates general stress response (GSR) pathway [3, 7, 11]. Protein kinase A (PKA) and protein kinase C (PKC) pathway-dependent regulatory mechanisms may affect low pH tolerance by affecting cell cycle, cell wall integrity (CWI), etc. [3, 7, 11]. Genes related to CWI, high osmolarity glycerol (HOG) pathway, redox processes, carbohydrate metabolism, ATP synthesis, ion uptake, etc., are critical for cell survival and low-pH stress adaptation [7, 11]. Although the relevant research is very limited, it has been found that strains with different genetic backgrounds have different responses when exposed to low pH condition. For strain BY4741, low pH also caused coordinated downregulation of genes involved in ion uptake, the de novo synthesis of purines was repressed [7], and the Ca^2+^ calmodulin-dependent calcineurin pathway participated in low pH tolerance [11]. By using the BY4741 knockout library, it was found that the expression of genes involved in ion homeostasis, cell surface genes, nutrient transporters, vacuolar, cell surface networks, endosomal, and vesicle-mediated transport processes responded strongly to strong acids of HCl and H_2_SO_4_ [1]. Mutant strain HCl-1 possibly achieved low pH tolerance by changing sterol composition and regulating intracellular iron levels [4].

As the studies on the molecular mechanism to low pH tolerance of *S. cerevisiae* were limited and the different genetic backgrounds of different strains have a significant impact on the tolerance mechanism, it is, therefore, necessary to carry out more systematic and rigorous research and accumulate relevant research data using industrial strains. It is very important for establishing a universal molecular regulation strategy. In our previous study, using diploid industrial *S. cerevisiae* strain KF-7 [12] as the original strain, a mutant strain was obtained by long-term continuous ethanol fermentation under gradually increasing low-pH stress conditions. The mutant strain was haploidized, and two haploid strains B3 (*MAT*a) and C3 (*MAT*α) having excellent low pH tolerance were obtained, then a diploid strain BC3 was obtained by mating B3 and C3 [13]. In this study, by gene microarray analysis, the gene expression differences between the original strain and three low pH-tolerant strains under the conditions of pH 4.5 and pH 2.5, respectively, were compared. By analyzing the differentially expressed genes (DEGs) unique under pH 2.5 condition, the molecular mechanism of low pH tolerance was described more accurately.

## Results

### Batch fermentation

Batch fermentations were carried out with YPD130 medium under pH 2.5 and pH 4.5, respectively. As shown in Fig. 1, under pH 4.5, the growth of the original strain KF-7 was the fastest. Glucose consumption rates of strains were similar, and the glucose was completely consumed within 24 h. After 48 h of fermentation, the ethanol concentration of each strain reached about 60 g/L, and the ethanol yields based on the consumption of glucose of KF-7, B3, C3, and BC3 were 88.98%, 90.79%, 90.36%, and 91.01%, respectively. The glycerol concentrations and yields based on the consumption of glucose (about 0.03 g/g) of the four strains were also similar.

**Fig. 1:**
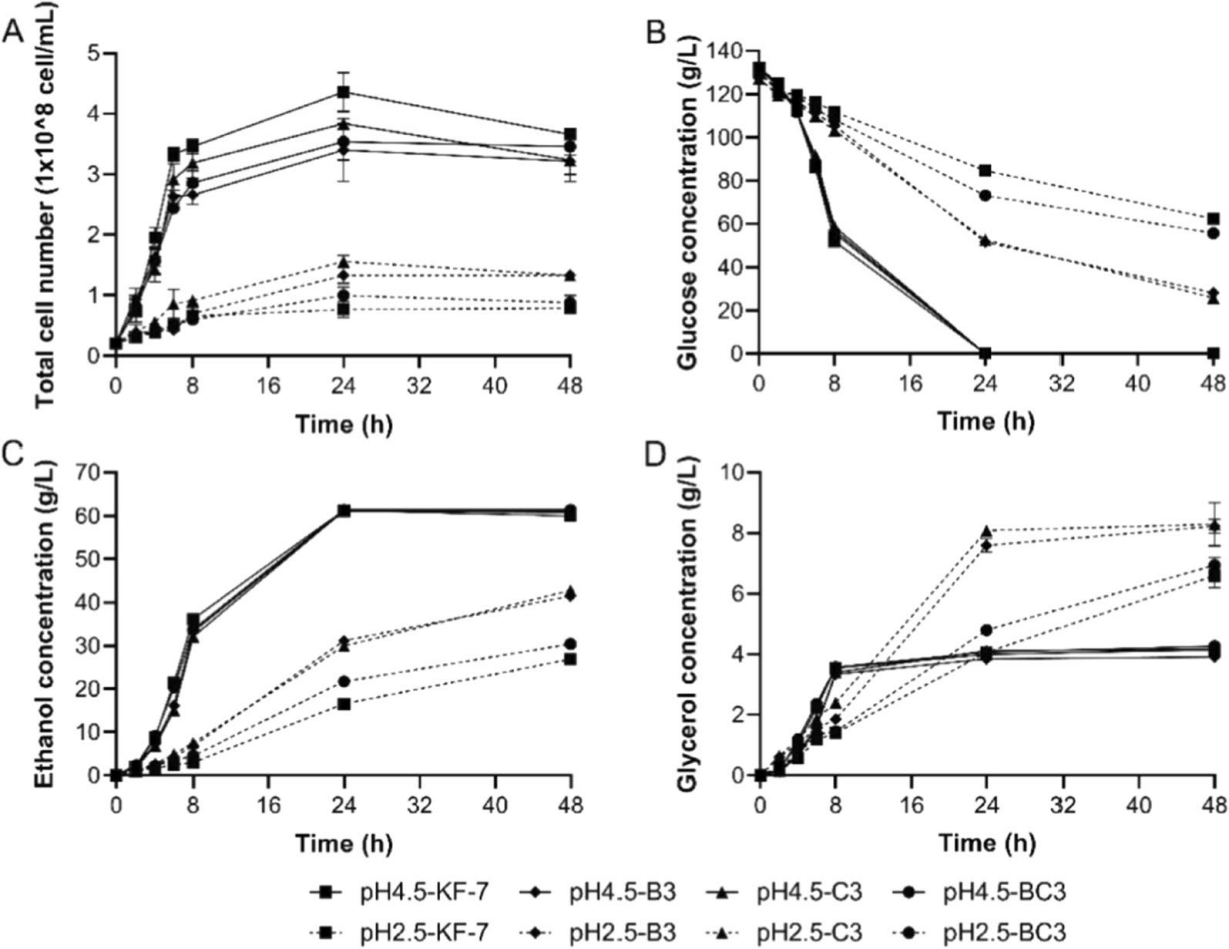
Batch fermentation of KF-7 (square), B3 (diamond), C3 (triangle), and BC3 (circle) in the conditions of pH 4.5 (solid line) and pH 2.5 (dotted line). Total cell number (**A**) and the concentrations of glucose (**B**), ethanol (**C**), and glycerol (**D**) were measured. The average values and standard derivations (error bars) of three independent experiments were presented

Under pH 2.5, the growth and fermentation capacity of each strain was inhibited to varying degrees (Fig. 1). The growth rate of haploid B3 and C3 was higher than those of BC3 and KF-7, while the glucose consumption rate and ethanol concentration were significantly higher than those of BC3 and KF-7. After 24 h of fermentation, the glucose consumption rates of KF-7, B3, C3, and BC3 were 1.90, 3.16, 3.11, and 2.38 g/(L·h), and the ethanol production rates were 0.69, 1.30, 1.25 and 0.91 g/(L·h), respectively. After 48 h of fermentation, the remaining glucose concentrations were 62.38, 28.15, 25.86, and 55.71 g/L, respectively. The ethanol concentrations were 26.95, 41.50, 42.77, and 30.44 g/L, and the ethanol yields based on glucose consumption were 77.72%, 82.06%, 82.64%, and 79.96%, respectively. Haploid strains B3 and C3 had higher glycerol concentrations than KF-7 and BC3, but slightly lower glycerol yields based on glucose consumption (0.083, 0.082 g/g) than KF-7 and BC3 (0.097, 0.093 g/g).

At present, the reports on the fermentation capacity of *S. cerevisiae* under low pH of 2.5 is limited. Under the conditions of pH 2.5 and initial glucose concentration close to the present study, the glucose consumption rate of *S. cerevisiae* ITV-01 [14] was significantly lower than that of B3 and C3. The amount of glucose consumed during 36 h-fermentation is equivalent to those of B3 and C3 during 24 h-fermentation, and the ethanol yield of ITV-01was also lower than those of B3 and C3.

### Transcriptome analysis

The transcriptome results of the 16 RNA samples were shown in Additional file 1: Fig. S1. 

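*MFA2*, which encodes the a-factor pheromone, averaged 32.8 ± 3.2 in KF-7, 2631 ± 169.6 in B3, 20.1 ± 3.4 in C3, and 2814 ± 121 on the arrays labelled BC3 at pH 2.5 (mean ± SD of intensity, n = 2). *MF(ALPHA)1*, which encodes the α-factor pheromone, averaged 124 ± 1.6 in KF-7, 22.2 ± 2.0 in B3, 6673 ± 814 in C3, and 19.8 ± 2.1 on the arrays labelled BC3. The haploid-specific gene *FUS3*, a kinase of the mating pathway, rose against KF-7 by log2 fold changes of 3.72 in B3, 4.42 in C3, and 3.54 in BC3 (adjusted p = 5.5e-08, 8.7e-09, and 1.2e-07). The paper gives B3 as *MAT*a and C3 as *MAT*α. The arrays labelled BC3 carried *MAT*a levels near those of B3 and not the diploid levels of KF-7. The deposited values are 1 normalized intensity per probe set, and the sources read here do not name the normalization. Median intensity over the *S. cerevisiae* probe sets ran from 322.4 to 366.7, the highest on replicate 1 of C3 at pH 2.5. Fold rules, 33 gene lists, and all comparisons but those of BC3 and C3 with B3 were chosen before the data were examined. The results of the paper, drawn from the same arrays, had been seen by then. Cells were harvested at 4 h under pH 4.5 and at 8 h under pH 2.5, so the effect of pH cannot be told apart from that of the hour.

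**Figure D1:**
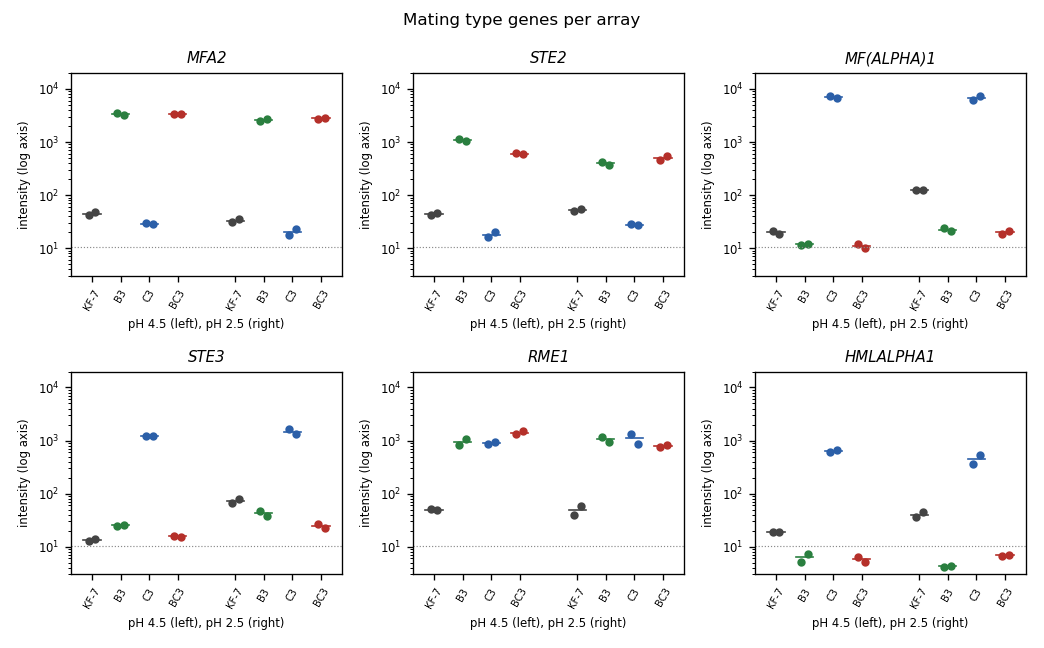
Intensities of mating-type genes on each of the 16 arrays, by strain and pH.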

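Replicates of BC3 under pH 4.5 had a Pearson correlation of 0.9977 over the log2 intensities of 5498 probe sets, and those of KF-7 had 0.9974, of C3 0.9973, and of B3 0.9968. Under pH 2.5 the correlations were 0.9954 for BC3, 0.9946 for B3, 0.9918 for C3, and 0.99 for KF-7 (2 arrays per group). KF-7 at pH 2.5 also had the widest spread, with a median absolute log2 difference of 0.184 between its replicates and 31 probe sets more than 2-fold apart. In B3 at pH 2.5 the median difference was 0.131 and 11 probe sets lay that far apart. Each of the 16 arrays was closest to its own replicate, and arrays of different groups correlated between 0.9144 and 0.9921. Clustering separated pH 4.5 from pH 2.5 first, and KF-7 at pH 4.5 next. Cut at 8 clusters, 5 of the 8 groups formed a cluster of their own. The KF-7 arrays at pH 2.5 then stood apart from each other, and those of B3 and BC3 at pH 2.5 shared 1 cluster.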

Parallel samples showed good repeatability. The transcription levels of *ADY2*, *ATO2*, *BTN2*, *ENO1*, *ENO2,* and *HSP30* of all 16 RNA samples were analyzed by RT-qPCR. 

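On the arrays, *ADY2*, which encodes an acetate and ammonium transporter, averaged 73.1 ± 18.0 in KF-7 and 23.2 ± 0.7 in B3 at pH 2.5 (n = 2), with log2 fold changes of −1.63 in B3, −1.58 in C3, and −1.67 in BC3 (adjusted p = 2.7e-05, 4.1e-05, and 2.8e-05). *ATO2*, a paralog of *ADY2*, fell from 1137 ± 214 in KF-7 to 144 ± 33.6 in B3, 407 ± 177 in C3, and 159 ± 92.8 in BC3. *BTN2*, a chaperone-linked gene, was lower at pH 4.5, at 219 in B3 against 1100.1 in KF-7 (log2 fold change −2.33, adjusted p = 1.7e-05), and had −0.59 at pH 2.5 (adjusted p = 0.068). *HSP30*, a stress-induced membrane protein gene, rose from 904 ± 168 in KF-7 to 2924 ± 414 in B3 at pH 2.5. The enolase genes *ENO1* and *ENO2* had log2 fold changes of −0.04 and 0.07 in B3 at pH 2.5 (adjusted p = 0.77 and 0.51). The RT-qPCR values themselves are not part of the deposited data, so the comparison of both methods cannot be repeated here.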

The results of RT-qPCR were consistent with the results of the transcriptome analysis, suggesting that the transcriptomic results were reliable (Additional file 1: Fig. S2).

Taking the original strain KF-7 as the control, the number of DEGs of each low pH-tolerant strain under the two pH conditions were shown in Fig. 2. Under pH 4.5, the numbers of DEGs of B3, C3, and BC3 were 296 (upregulation 87, downregulation 209), 345 (upregulation 113, downregulation 232), and 272 (upregulation 87, downregulation 185), respectively. 

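Under pH 4.5, *PDC1*, the main pyruvate decarboxylase gene, was higher than in KF-7 by log2 fold changes of 1.21 in B3, 1.19 in C3, and 1.20 in BC3 (adjusted p = 2.0e-07, 1.4e-07, and 3.2e-07). *ALD4*, which encodes mitochondrial aldehyde dehydrogenase, was lower, from 4061 ± 472 in KF-7 to 1274 ± 210.5 in B3, 635 ± 19.5 in C3, and 952 ± 107 in BC3 (mean ± SD, n = 2). By the 2-fold rule on averages, 88 probe sets were upregulated and 196 downregulated in B3, 109 and 221 in C3, and 85 and 173 in BC3. The 2-fold rule carries no estimate of replicate spread. With limma, 1157 probe sets were upregulated and 1051 downregulated in B3 at an adjusted p under 0.05, 986 and 1103 in C3, and 948 and 1168 in BC3. Quantile normalization turned the balance to 1046 and 1028 in C3 and 1077 and 968 in BC3. Of 22 methionine and sulfur genes, 14 were upregulated in B3, 12 in C3, and 10 in BC3 (15, 12, and 10 adjusted over the list alone; camera adjusted p = 2.2e-04, 0.0011, and 0.068, and 0.34 and 0.34 in B3 and C3 with an estimated correlation).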

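Under pH 2.5, the largest downregulation besides *MRPL10* was that of *RGI2*, a respiration-linked gene, from 1184 ± 303 in KF-7 to 20.9 ± 6.2 in B3, 119 ± 61.5 in C3, and 23.4 ± 16.8 in BC3 (mean ± SD, n = 2). *HXT2*, a high-affinity glucose transporter gene, had log2 fold changes of −3.76 in B3, −1.62 in C3, and −3.56 in BC3 (adjusted p = 0.0016, 0.095, and 0.0029). *SPL2*, a gene of phosphate uptake control, was lower in C3 (log2 fold change −2.56, adjusted p = 7.8e-08) and had −0.15 in B3 (adjusted p = 0.43). At least 2-fold apart from KF-7 were 114 upregulated and 146 downregulated probe sets in B3, 125 and 87 in C3, and 59 and 148 in BC3. limma called 1163 probe sets upregulated and 785 downregulated in B3, 1256 and 597 in C3, and 847 and 850 in BC3. The totals of 1948, 1853, and 1697 became 871, 485, and 618 with only the arrays of the comparison. Array weights gave totals of 1193, 735, and 973. After quantile normalization B3 had 994 upregulated and 913 downregulated, C3 855 and 941, and BC3 878 and 780. Without replicate 2 of KF-7 the 2-fold rule gave 182, 236, and 98 upregulated in B3, C3, and BC3. All 6 comparisons use the same 2 KF-7 arrays at each pH.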

Under pH 2.5, the numbers of DEGs of B3, C3, and BC3 were 267 (upregulation 115, downregulation 152), 218 (upregulation 129, downregulation 89), and 216 (upregulation 58, downregulation 158), respectively.

**Fig. 2:**
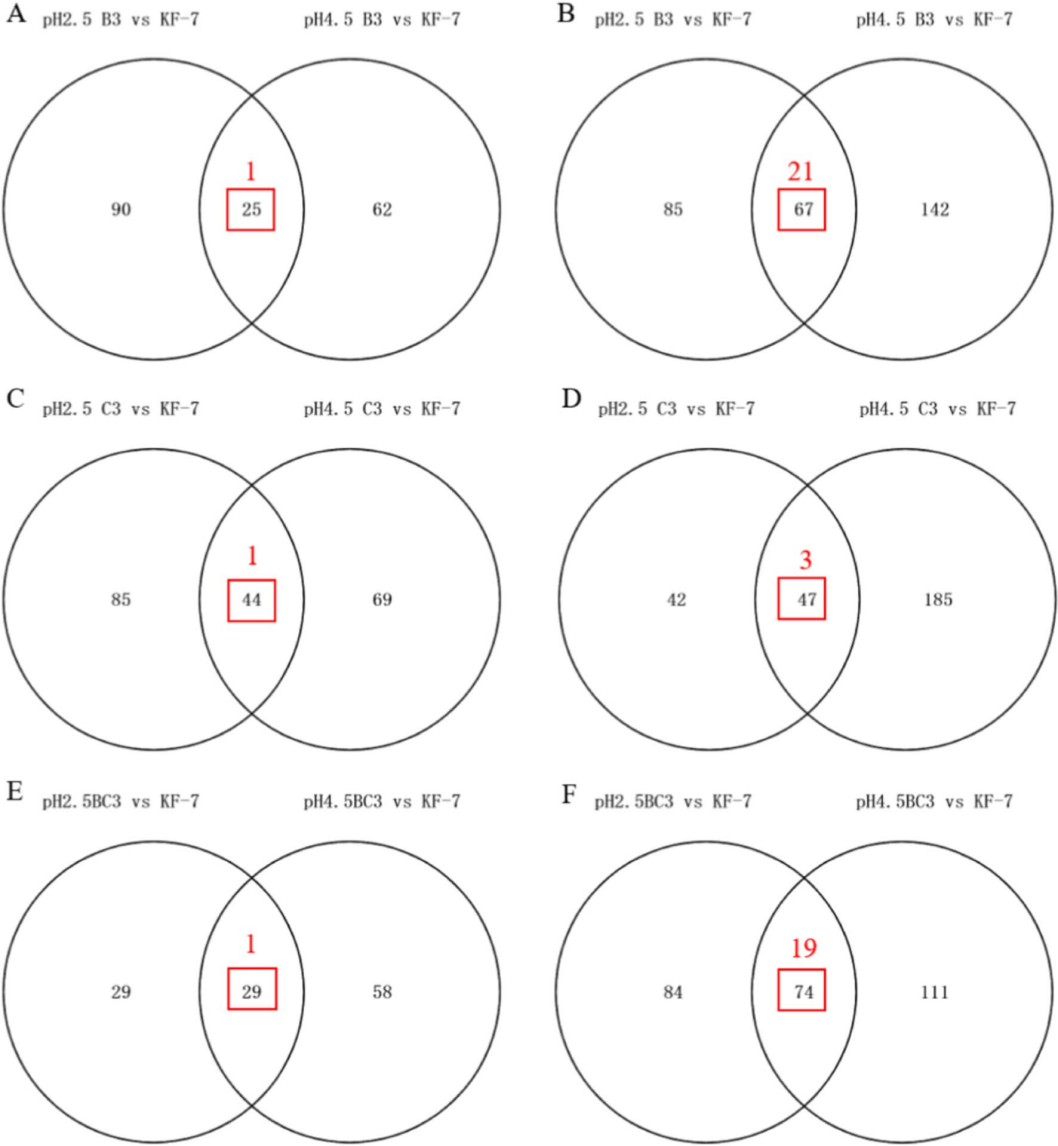
Venn diagram of DEGs between the conditions of pH 2.5 and pH 4.5 in groups B3 vs KF-7 **A**, **B**, C3 vs KF-7 **C**, **D**, and BC3 vs KF-7 **E**, **F**. **A**, **C**, and **E** indicated the significantly upregulated genes while **B**, **D**, and **F** indicated the significantly downregulated genes. The red numbers were the numbers of DEGs whose fold change at pH 2.5/ fold change at pH 4.5 > 1.5 (for upregulated DEGs shared by both pH conditions) or < 0.67 (for downregulated DEGs shared by both pH conditions)

In this study, only the DEGs unique under pH 2.5 condition and the DEGs whose fold change at pH 2.5/ fold change at pH 4.5 > 1.5 (for upregulated DEGs shared by both pH conditions) or < 0.67 (for downregulated DEGs shared by both pH conditions) were used for subsequent analysis. 

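*SMP1*, which encodes a transcription factor of osmotic stress, averaged 335 ± 78.8 in KF-7 and 1182 ± 128 in B3 at pH 2.5 (mean ± SD, n = 2), and its log2 fold change at pH 4.5 was −0.21, adjusted p = 0.38. Its change in B3 against KF-7 differed between both pH conditions (log2 difference 2.05, adjusted p = 2.7e-04). For *PHO5*, an acid phosphatase gene, the log2 fold change in B3 was −4.46 at pH 4.5 and 0.59 at pH 2.5 (interaction, adjusted p = 4.9e-08). By the 2-fold rule, 88 upregulated and 83 downregulated probe sets of B3 passed at pH 2.5 and not at pH 4.5, with 82 and 42 in C3, and 30 and 80 in BC3. Without replicate 2 of KF-7 at pH 2.5, the upregulated ones were 156, 192, and 69 in B3, C3, and BC3, and the downregulated ones of C3 were 76. Passing at 1 pH and not at the other is not a test of a difference between pH conditions. The interaction test of limma called 790 probe sets with a higher and 664 with a lower log2 fold change at pH 2.5 in B3, or 712 and 766 after quantile normalization, and 699 and 566 in BC3. In C3 it called 1007 and 452, or 684 and 681 after quantile normalization. The interaction totals of each strain moved by a factor over 1.5 when certain single arrays were left out. Among the DEGs shared by both pH conditions, the ratio of fold changes passed the 1.5 or 0.67 limit for 1 upregulated and 21 downregulated in B3, 1 and 3 in C3, and 0 and 19 in BC3.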

The numbers of DEGs for subsequent analysis were as follows: those unique under pH 2.5 condition were 171 (upregulation 90, downregulation 85), 125 (upregulation 85, downregulation 42), 112 (upregulation 29, downregulation 84), and those shared by both pH conditions were 22 (upregulation 1, downregulation 21), 4 (upregulation 1, downregulation 3), 20 (upregulation 1, downregulation 19) for strains B3, C3, and BC3, respectively (Fig. 2).

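*YDR248C*, a putative gluconokinase gene, was upregulated in all 3 low pH-tolerant strains at pH 2.5, from 725 ± 52.7 in KF-7 to 1812 ± 88.3 in B3, 1571 ± 409.6 in C3, and 1447 ± 51.0 in BC3 (mean ± SD, n = 2). *THI73*, a predicted transporter gene induced without thiamine, rose in B3 and C3 by log2 fold changes of 1.40 and 1.93 and fell in BC3 (log2 fold change −1.11, adjusted p = 1.6e-04). Of the upregulated DEGs kept for analysis at pH 2.5, 54 were shared by B3 and C3, and 12 of these also by BC3. Leaving out replicate 2 of KF-7 at pH 2.5 moved these numbers to 109 and 39. B3 and BC3 shared 18 such DEGs, and C3 and BC3 shared 13.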

Among the upregulated DEGs, there were 55 DEGs shared by B3 and C3, and only 12 of these 55 DEGs were shared by BC3 (Fig. 3). Among the downregulated DEGs, there were 36 DEGs shared by B3 and C3, and only 18 of these 36 DEGs were shared by BC3. The type of DEGs of BC3 was significantly different from that of B3 and C3, indicating that the response of BC3 to pH 2.5 was significantly different from that of B3 and C3. This might be the reason why the low pH tolerance of BC3 was much lower than that of B3 and C3.

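*ICL1*, which encodes isocitrate lyase, was downregulated in B3, C3, and BC3 at pH 2.5 (log2 fold changes −2.16 in B3 and −1.62 in C3, and 49.0 ± 6.8 in BC3 against 196 ± 11.6 in KF-7, mean ± SD, n = 2), and B3 and C3 against BC3 had 0.11, adjusted p = 0.65. *PDR12*, which encodes a weak acid efflux pump, was lower in B3 and C3 than in BC3 (log2 difference −1.14, adjusted p = 2.9e-05). Across all probe sets, the fold changes against KF-7 at pH 2.5 correlated at 0.873 between B3 and BC3, 0.752 between B3 and C3, and 0.615 between C3 and BC3. At pH 2.5, B3 and BC3 shared 47 upregulated and 105 downregulated DEGs, where independent lists would share 1.22 and 3.93, and B3 and C3 shared 75 and 75, against 2.59 and 2.31. In simulated arrays without any effect, the shared KF-7 controls left on average 0.05 and 0.05 shared DEGs for B3 and BC3. For B3 and C3 they left 0.03 and 0.09. Each simulated list was itself nearly empty, with on average 0.31 upregulated DEGs in B3 at pH 2.5. Such an overlap had to be small and cannot measure what the controls add to lists of real DEGs. Since KF-7 has 2 arrays per pH, the controls were not split, and part of the excess of shared DEGs may come from them. Covariances of the fold changes were 0.2298, 0.1982, and 0.1554 in the order of the correlations, against 0.0099 from the controls alone. The value for the controls rests on a spread pooled over all groups. KF-7 at pH 2.5 had the widest spread between replicates, so this value may be too low. A direct comparison of B3 and C3 with BC3 at pH 2.5 called 572 probe sets higher and 154 lower, or 280 and 295 after quantile normalization. Its total of 726 became 210 without replicate 2 of BC3 and 292 with only the arrays of the comparison. In comparisons chosen only after the result was seen, BC3 at pH 2.5 differed from B3 in 51 higher and 169 lower probe sets (65 and 78 after quantile normalization). C3 at pH 2.5 differed from B3 in 133 higher and 45 lower (112 and 70). At pH 4.5, BC3 differed from B3 in 518 higher and 922 lower probe sets (613 and 747 after quantile normalization). C3 at pH 4.5 differed from B3 in fewer, 131 higher and 267 lower (141 and 193). The arrays labelled BC3 carried *MAT*a levels of the mating-type genes, which bears on how BC3 can be read here.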

**Fig. 3:**
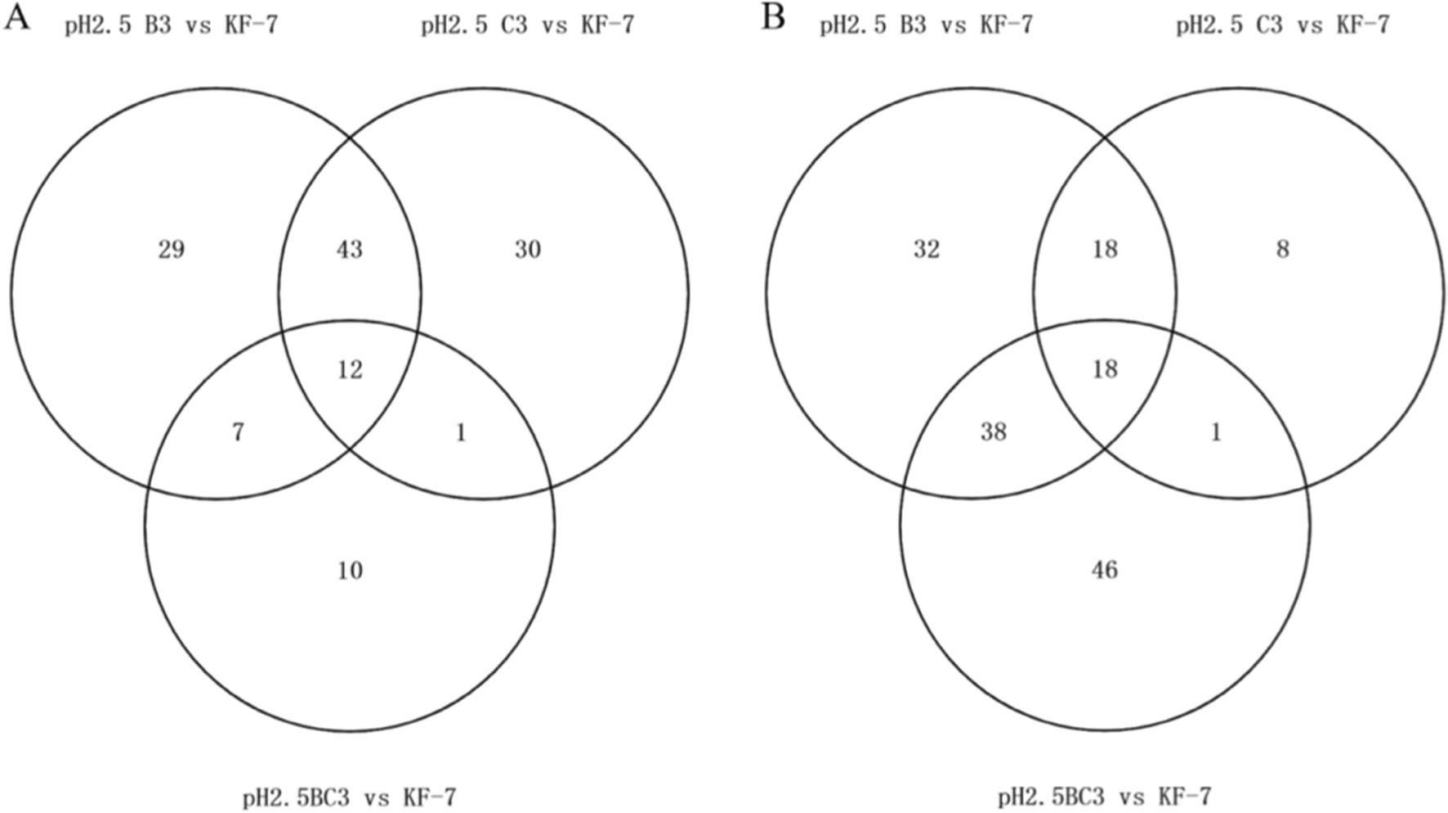
Venn diagram of the upregulated **A** and downregulated **B** DEGs in groups B3 vs KF-7, C3 vs KF-7, and BC3 vs KF-7 at pH 2.5

### Analysis of DEGs involved in low pH tolerance

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched for DEGs of B3, C3, and BC3 at pH 2.5 were shown in Fig. 4. Thiamine (vitamin B1) and vitamin B6 metabolism were enriched for the upregulated DEGs of B3 and C3, fatty acid metabolism and amino acid metabolism were enriched for the downregulated DEGs. 

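Among the metabolic lists, thiamine genes were the most enriched of the upregulated DEGs, with 10 of 14 measured genes in B3 and 11 in C3 at least 2-fold higher than in KF-7 at pH 2.5 (hypergeometric adjusted p = 3.0e-13 and 6.2e-15). The haploid-specific genes, which diploid cells repress, had lower p-values still, with 10 of 11 in B3 and 11 in C3 (adjusted p = 7.0e-15 and 3.6e-17). These counts take all DEGs at pH 2.5, while the paper analysed only those unique to pH 2.5 or past the ratio of fold changes. At pH 4.5, 11 haploid-specific genes were also upregulated in B3 and 11 in C3, against 0 thiamine genes in each. Their rank above the thiamine genes may therefore not hold for the DEGs the paper analysed. For vitamin B6, whose enzymes make pyridoxal phosphate, 3 of 8 genes were upregulated in B3 and 3 in C3 (adjusted p = 0.0037 and 0.0043; camera adjusted p = 0.26 and 0.25 with an estimated correlation). Among the downregulated DEGs, 8 of 21 β-oxidation genes were found in B3 and 4 in C3 (adjusted p = 3.7e-07 and 0.0024; camera adjusted p = 0.059 and 0.072 with an estimated correlation). The branched-chain amino acid genes counted 3 of 12 in B3 and 2 in C3 (adjusted p = 0.023 and 0.090; camera adjusted p = 0.15 and 0.086 with an estimated correlation). Gluconeogenesis and glyoxylate genes counted 9 of 15 in B3 and 8 in C3 (adjusted p = 3.2e-10 and 3.0e-10). Without the 1375 probe sets of lowest mean signal the calls of β-oxidation and gluconeogenesis were lost, with 2 of 10 β-oxidation genes in B3 and 1 in C3 (adjusted p = 0.081 and 0.43) and 1 of 5 gluconeogenesis genes in each (adjusted p = 0.39 and 0.26). Genes under nitrogen catabolite repression, which serve poor nitrogen sources, counted 11 of 25 in B3 and 5 in C3. At pH 4.5 these genes counted 5 in B3 and 10 in C3 (hypergeometric adjusted p = 0.012 and 4.2e-07). Gluconeogenesis and glyoxylate genes counted 9 in B3 and 9 in C3 there (adjusted p = 7.3e-09 and 3.4e-08). Their enrichment was thus not limited to pH 2.5. The lists were written from textbook knowledge and are not KEGG pathways. The paper had already reported thiamine, vitamin B6, fatty acid, and amino acid metabolism from the same arrays. The p-values of these lists are therefore not independent evidence.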

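In BC3 at pH 2.5 the upregulated DEGs held 0 of 14 thiamine genes and 0 of 8 vitamin B6 genes, and no metabolic list passed. The lists that passed on the upregulated side were the a-specific genes (6 genes, adjusted p = 2.6e-10), the haploid-specific genes (10, adjusted p = 6.0e-18), and daughter cell separation (4, adjusted p = 5.9e-05; camera adjusted p = 0.35 with an estimated correlation). At pH 4.5 the upregulated DEGs of BC3 also held 7 a-specific, 10 haploid-specific, and 2 daughter cell separation genes. The counts at pH 2.5 thus include DEGs shared by both pH conditions. Of these the paper kept only those past the ratio of fold changes. On the downregulated side, β-oxidation genes of the peroxisome counted 10 (adjusted p = 7.3e-10, and camera adjusted p = 0.066 with an estimated correlation). Genes under nitrogen catabolite repression counted 9 of 25 (adjusted p = 1.2e-07), and methionine and sulfur genes 5 of 22 (adjusted p = 0.0024). Gluconeogenesis and glyoxylate genes counted 9 of 15 (hypergeometric adjusted p = 6.05e-10), and general stress response genes 5 of 30 (adjusted p = 0.0094). Without the 1375 probe sets of lowest mean signal, the β-oxidation call stayed, at 3 of 10 (adjusted p = 0.0049). That of gluconeogenesis was lost, at 1 of 5 (adjusted p = 0.43). By limma, methionine and sulfur genes had 11 downregulated members in BC3 (12 adjusted over the list alone; camera adjusted p = 2.1e-04, and 0.29 with an estimated correlation). At pH 4.5 the downregulated DEGs of BC3 already held 9 gluconeogenesis and glyoxylate genes (hypergeometric adjusted p = 2.5e-09). They also held 6 genes under nitrogen catabolite repression (adjusted p = 0.0013), but 0 methionine and sulfur genes and 1 general stress response gene.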

No pathway was enriched for upregulated DEGs of BC3, while fatty acid metabolism, amino acid metabolism, and sulfur metabolism were enriched for downregulated DEGs of BC3. Fatty acid metabolism and amino acid metabolism, the common KEGG pathways enriched for all three strains, might contribute to the improved low pH tolerance. Thiamine and vitamin B6 metabolism, the enriched KEGG pathway unique for B3 and C3, might contribute to the better low pH tolerance of B3 and C3, compared to BC3.

**Fig. 4:**
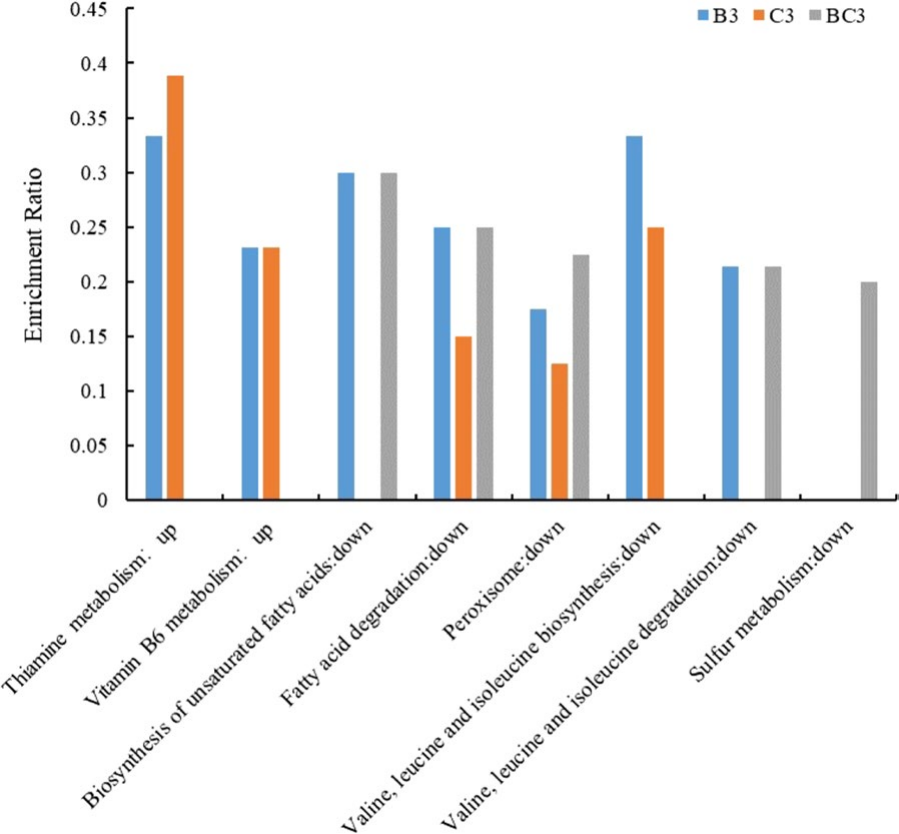
The significantly enriched KEGG pathway at pH 2.5 (*P* ≤ 0.05). The enrichment ratio of each KEGG term was the number of DEGs involved in each KEGG term to the number of total genes involved in each KEGG term. B3, C3, and BC3 indicated groups B3 vs KF-7, C3 vs KF-7, and BC3 vs KF-7, respectively

#### Fatty acid metabolism

Fatty acid metabolism was enriched for B3, C3, and BC3. As shown in Table 1, most DEGs were downregulated, and the downregulation degrees of B3 and BC3 were slightly higher than that of C3. 

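*POT1*, which encodes the thiolase that ends each round of β-oxidation, fell at pH 2.5 from 286 ± 71.0 in KF-7 to 17.2 ± 2.1 in B3, 30.5 ± 9.1 in C3, and 14.8 ± 2.1 in BC3 (mean ± SD, n = 2). *POX1*, the acyl-CoA oxidase gene of the first step, had log2 fold changes of −2.99 in B3, −2.40 in C3, and −3.18 in BC3 (adjusted p = 9.9e-07, 6.0e-06, and 7.3e-07). For *SPS19*, *ECI1*, and *DCI1*, whose products handle unsaturated fatty acids, the log2 fold changes were −1.23, −1.46, and −0.94 in B3, −0.98, −1.20, and −0.56 in C3, and −1.70, −1.46, and −1.03 in BC3. *CAT2* and *TES1* fell by 0.92 and 1.25 in B3, by 0.68 and 0.88 in C3, and by 1.03 and 1.02 in BC3. *CTA1*, the peroxisomal catalase gene, had −1.54 in B3, −1.55 in C3, and −1.54 in BC3, and *IDP2*, which supplies NADPH from isocitrate, −1.85 in B3, −1.44 in C3, and −1.82 in BC3. The bifunctional enzyme gene *FOX2* stayed at 409 ± 8.7 in B3 against 398 ± 27.0 in KF-7 (adjusted p = 0.82). Of 21 measured β-oxidation genes, 14 were downregulated in B3, 11 in C3, and 16 in BC3, and none upregulated (15, 13, and 17 adjusted over the list alone). Camera gave adjusted p = 2.1e-09, 5.6e-08, and 1.6e-10, with 0.059, 0.072, and 0.066 with an estimated correlation. The paper picked these genes on the same arrays, so the counts are not independent evidence of direction. *POX1* showed a larger fall at pH 2.5 than at pH 4.5 in B3 and BC3 (log2 difference −2.06, adjusted p = 5.9e-04, and −2.26, adjusted p = 6.1e-04). In C3 much of the fall was present at pH 4.5 already, with *POX1* at a ratio to KF-7 of 0.33 there and 0.20 at pH 2.5. The paper proposes that fatty acid metabolism contributes to the tolerance shared by all 3 strains.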

In yeast cells, fatty acid degradation exclusively occurs in peroxisomes. Fatty acids can be degraded by peroxisomal beta-oxidation to produce acetyl-CoA [15, 16].

**Table 1:** Fold changes of DEGs involved in the fatty acid degradation pathway

DEGs	Function	B3 vs KF-7	C3 vs KF-7	BC3 vs KF-7	Notes
*POX1*	acyl-CoA oxidase	0.13*	**0.20**	**0.11**	Enzymes involved in β-oxidation [17]
		0.52**	**0.33**	0.53	
*POT1*	β-ketoacyl-CoA thiolase	**0.06**	**0.11**	**0.05**	
		**0.17**	**0.15**	**0.23**	
*SPS19*	2,4-dienoyl-CoA reductase	**0.42**	0.51	**0.31**	
		0.83	0.70	0.69	
*ECI1*	Δ^3^-Δ^2^-enoyl-CoA isomerase	**0.36**	**0.44**	**0.37**	
		0.68	0.60	0.67	
*DCI1*	Δ^3;5^-Δ^2;4^-dienoyl CoA isomerase	0.52	0.67	**0.49**	
		0.83	1.03	0.73	
*CAT2*	carnitine acetyltransferase	0.53	0.63	**0.49**	Other enzymes involved in fatty acid breakdown [17]
		0.65	0.77	0.66	
*CTA1*	catalase A	**0.34**	**0.34**	**0.34**	
		0.72	0.55	0.50	
*IDP2*	isocitrate dehydrogenase	**0.28**	**0.37**	**0.28**	
		**0.41**	0.52	**0.42**	
*TES1*	acyl-CoA thioesterase	**0.42**	0.55	**0.49**	
		0.60	0.53	0.54	
*ADR1*	transport factor	**0.19**	**0.34**	**0.22**	
		**0.42**	**0.35**	0.51	

Bold type indicated downregulation

^*^Data in the first row were derived from pH 2.5

^**^Data in the second row were derived from pH 4.5

#### Thiamine and vitamin B6 biosynthesis

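*THI13*, listed in the paper with the rest of the *THI5* family, averaged 1664 ± 447 in KF-7, 7504 ± 62.3 in B3, 8112 ± 333 in C3, and 496 ± 35.9 in BC3 at pH 2.5 (mean ± SD, n = 2). This family makes the pyrimidine ring of thiamine, and its level in B3 and C3 exceeded that in BC3 by log2 3.98, adjusted p = 2.6e-10. *THI4*, the thiazole synthase gene, ranked next (log2 3.68, adjusted p = 4.2e-11), followed among metabolic genes by *THI73* at 2.77, *SNZ3* at 2.38, *THI21* at 2.26, and *SNO3* at 2.25. The mating-type genes *STE3* at 3.37 and *STE2* at −2.26 were among the strongest as well, and the arrays labelled BC3 had *MAT*a levels of mating-type genes. *STE3* read 1617.8 and 1336.5 in C3, 47.1 and 38.5 in B3, and 26.6 and 22.0 on the arrays labelled BC3. *STE2* read 28.1 and 27.5 in C3, 414.5 and 376.1 in B3, and 456.2 and 552.6 on those labelled BC3. Both differences thus came mainly from C3. Of 14 thiamine genes, 12 were higher in B3 and C3 than in BC3 and 0 lower (12 adjusted over the list alone; camera adjusted p = 7.4e-20, and 2.5e-04 with an estimated correlation). Of 8 vitamin B6 genes, 5 were higher (5 adjusted over the list alone; camera adjusted p = 3.5e-05, and 0.16 with an estimated correlation).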

At pH 2.5, the most significant difference between haploids B3, C3, and diploid BC3 was the biosynthesis of thiamine (vitamin B1) and vitamin B6. The DEGs involved in thiamine and vitamin B6 biosynthesis, and their expressions were shown in Fig. 5. There are 35 genes involved in the biosynthesis of thiamine and thiamine diphosphate (ThDP) from vitamin B6 in *S. cerevisiae*, 15 of them were upregulated in B3 and C3, including *BUD16*, *SNO2*//*3*, *SNZ2*//*3*, *THI11*//*12*//*13*//*5*, *THI20*, *THI21*, *THI4*, *THI6*, *PHO3*, and *THI80*.

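At pH 2.5, *THI4* rose from 1189.5 ± 179.9 in KF-7 to 10377 ± 265 in B3 and 10193 ± 100.0 in C3, and was 804 ± 46.9 in BC3 (mean ± SD, n = 2). *THI21* and *THI20*, the HMP kinase genes, rose by log2 fold changes of 2.17 and 1.12 in B3 and 2.30 and 1.06 in C3 (adjusted p at most 1.6e-06). *THI6*, which joins both rings, rose by 1.49 in B3 and 1.66 in C3, and *THI80*, which makes ThDP, by 0.79 and 1.19 (adjusted p = 0.010 and 9.8e-04). For uptake, *PHO3* rose by 1.80 and 2.04 and *THI7* by 1.48 and 1.78, while *BUD16*, the pyridoxal kinase gene, rose in all 3 strains (1.38 in B3, 1.66 in C3, and 0.67 in BC3, adjusted p = 1.7e-05, 3.4e-06, and 0.0033). In BC3, *THI13* and *THI6* fell (log2 fold changes −1.72, adjusted p = 3.0e-06, and −0.26, adjusted p = 0.029). At pH 4.5 *THI4* already stood at 10615 ± 76.9 in KF-7 and 10413 ± 13.3 in B3, and from pH 4.5 to pH 2.5 it fell in KF-7 (log2 −3.17, adjusted p = 3.7e-10) and in BC3 (−3.86, adjusted p = 3.3e-11). Of 14 measured thiamine genes, 12 were upregulated in B3 and 12 in C3 with 0 downregulated (12 and 13 adjusted over the list alone; camera adjusted p = 1.1e-10 and 4.9e-11, and 0.0024 and 0.0024 with an estimated correlation). In BC3, 1 was upregulated and 4 downregulated (camera adjusted p = 0.29). The paper chose this pathway on the same arrays, so the counts are not independent evidence of direction. From the pathway enriched in B3 and C3 and not in BC3, the paper proposes that thiamine and vitamin B6 metabolism contributes to their better low pH tolerance.

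**Figure D2:**
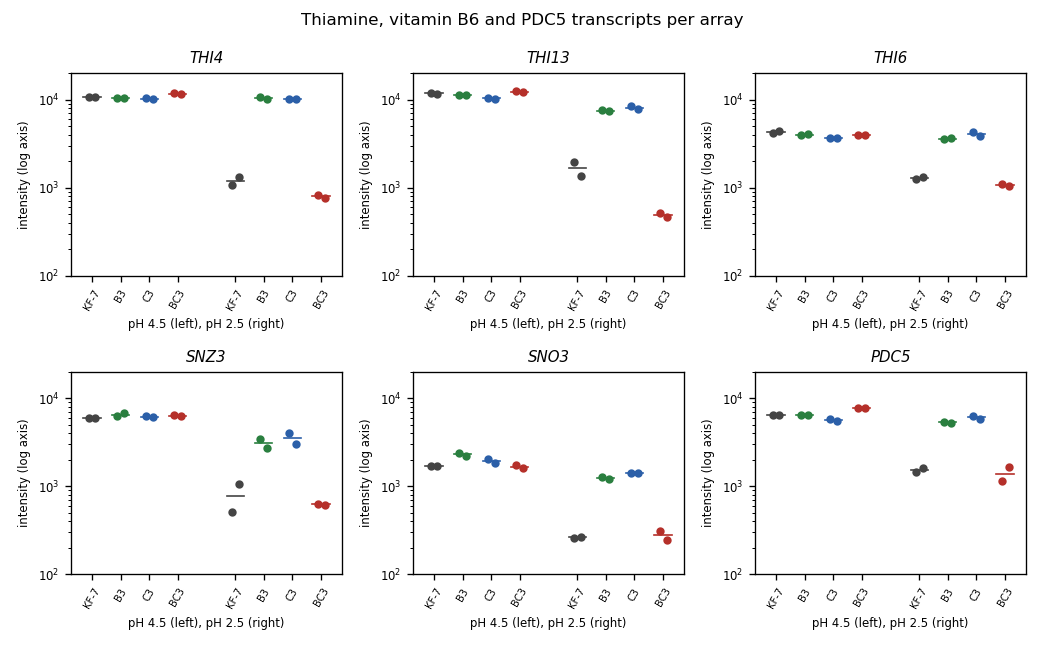
Intensities of thiamine genes on each array of KF-7, B3, C3, and BC3 at pH 4.5 and pH 2.5.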

**Fig. 5:**
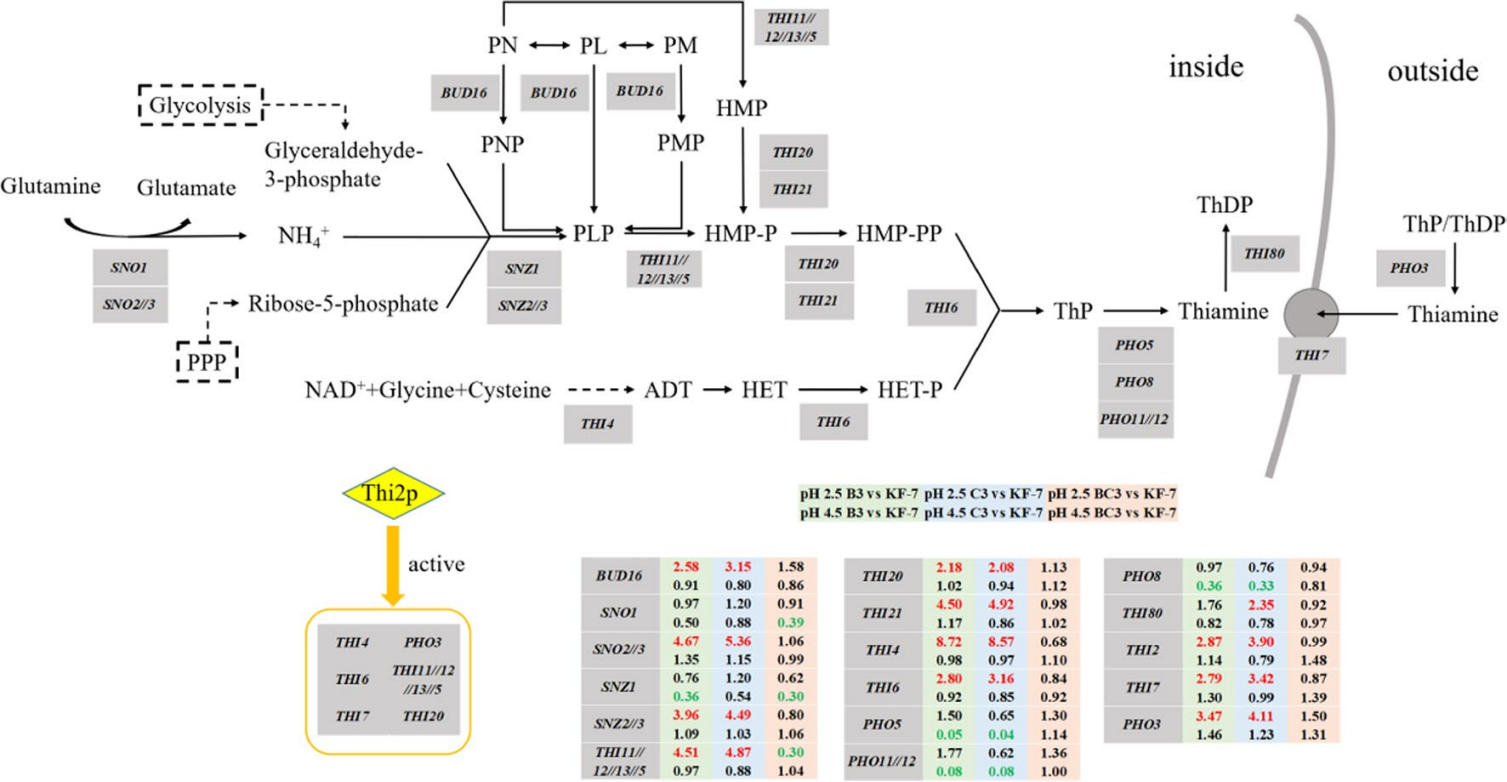
DEGs involved in thiamine and vitamin B6 biosynthesis pathway. Green, blue, and red backgrounds indicated groups B3 vs KF-7, C3 vs KF-7, and BC3 vs KF-7, respectively. Letters in red indicated upregulation and in green indicated downregulation. Data in the first row were derived from pH 2.5, and data in the second row were derived from pH 4.5

Vitamin B6 is a generic term describing a group of three water-soluble vitamins, pyridoxine (PN), pyridoxal (PL), pyridoxamine (PM), and the 5′-phosphates derived therefrom [18, 19]. They are intermediates in thiamine synthesis [19]. The pyridoxal 5′-phosphate (PLP) is the biologically active form of vitamin B6 and has multiple roles as a versatile cofactor of enzymes [18, 20]. *BUD16* encodes yeast pyridoxal kinase (Pdxk), which is a critical enzyme in PLP metabolism [20]. *S. cerevisiae* contains three paralogs of the two-component *SNZ*/*SNO* PLP synthase, *SNZ1*//*2*//*3* encoding PLP synthase while *SNO1*//*2*//*3* encoding glutaminase enzymes [21]. The transcriptional profile was different between *SNZ1*/*SNO1* and *SNZ2*//*3*/*SNO2*//*3*. This might be due to the thiamine depletion and the growth stage. 

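*SNZ3*, listed in the paper with *SNZ2*, averaged 779 ± 386 in KF-7, 3086 ± 532 in B3, 3496 ± 676 in C3, and 625 ± 12.6 in BC3 at pH 2.5 (mean ± SD, n = 2). *SNO3*, for the glutaminase subunit, rose from 264 ± 3.1 in KF-7 to 1234 ± 44.4 in B3 and 1415 ± 3.4 in C3, and was 279 ± 47.2 in BC3. *SNZ1* stayed at 155 ± 18.9 in B3 and 246 ± 89.0 in C3 against 204 ± 30.5 in KF-7 (adjusted p = 0.14 and 0.41), and was lower in BC3 at 126 ± 1.2 (adjusted p = 0.020). *SNO1* was close to background, at 12.7 ± 1.7 in KF-7 and 12.3 ± 1.5 in B3. At pH 4.5, *SNZ1* was lower than in KF-7 in each strain, by log2 fold changes of −1.47 in B3, −0.88 in C3, and −1.73 in BC3 (adjusted p = 1.4e-04, 0.0041, and 5.1e-05). Of 8 vitamin B6 genes, 5 were upregulated in B3, 4 in C3, and 1 in BC3 (5, 4, and 1 adjusted over the list alone; camera adjusted p = 0.012, 0.0073, and 0.95). Those of B3 and C3 became adjusted p = 0.26 and 0.25 with an estimated correlation. *SNZ2* and *SNO2* have no probe set of their own in the annotation used here.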

The expression of *SNZ2*//*3* and *SNO2*//*3* genes could be induced by the absence of thiamine, rather than those of *SNZ1* and *SNO1* [22]. *SNO1* and *SNZ1* are more expressed during the diauxic shift and/or stationary phase of growth, while *SNO2*//*3* and *SNZ2*//*3* are more expressed at the logarithmic phase [22, 23]. According to growth evaluation (Fig. 1A), the cells were in logarithmic phase when yeast cells used for transcriptome analysis were harvested at 4 h under pH 4.5 and 8 h under pH 2.5. The increased expression of *SNO2*//*3* and *SNZ2*//*3* genes in B3 and C3 might be the result of gene amplification in genome, since there are several studies reported that these genes were amplified in industrial fuel-ethanol yeast strains capable of efficient fermentation of sugar with high concentrations [24–26].

Thiamine has a two-ring structure: 4-amino-2-methyl-5-hydroxymethylpyrimidine (HMP) and 4-methyl-5-β-hydroxyethylthiazole (HET), connected through a methylene bridge [27, 28]. The *THI5* family (*THI5*, *THI11*, *THI12*, and *THI13*) catalyzes the reaction from PN to HMP [29], and that from PLP to HMP-P [21]. *THI20* and *THI21* encode HMP kinase and HMP-P kinase [30]. *THI4* encodes the thiazole synthase required for HET synthesis [29]. The enzyme encoded by *THI6* has both the function of pyrophosphorylation of thiamine phosphate and the function of phosphorylation of HET [28]. Condensation of the phosphorylated HET and HMP to generate thiamin phosphate (ThP) occurs via thiamin phosphate pyrophosphorylase [28]. *THI80* encodes thiamine pyrophosphokinase which catalyzes the final step of the thiamine synthesis pathway. ThDP, the active form of thiamine, is synthesized by this enzyme which is essential in *S. cerevisiae* [28].

Thi2p functions as a positive regulator of some *THI* genes [30, 31]. *THI7* and *PHO3* are involved in the acquisition of exogenously available thiamin [31]. *THI7* encodes a plasma membrane thiamine transporter [30–32]. *PHO3* encodes a periplasmic acid phosphatase that catalyzes the release of thiamine from thiamine phosphates [28, 30].

#### Amino acid metabolism

Amino acid metabolism pathways were enriched for the DEGs of B3, C3, and BC3. 

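*LEU1* and *LEU4*, for isopropylmalate isomerase and synthase, had log2 fold changes against KF-7 at pH 2.5 of −1.24 and −1.15 in B3, −1.30 and −1.20 in C3, and −0.79 and −0.78 in BC3 (adjusted p at most 0.0024, n = 2 arrays per group). *BAT2*, the cytosolic branched-chain transaminase gene, fell from 827 ± 22.2 to 321 ± 40.0 in B3, 526 ± 128 in C3, and 277 ± 43.1 in BC3. In methionine synthesis, *MET2* fell by 1.36 in B3, 0.82 in C3, and 1.74 in BC3, and *MET6* by 0.67, 0.50, and 1.23. *AGX1*, which makes glycine from glyoxylate, fell from 677 ± 46.0 to 258 ± 51.4, 317 ± 10.0, and 272 ± 30.1 in B3, C3, and BC3. The asparaginase gene *ASP3-1* rose by 1.14 in B3, 0.72 in C3, and 0.93 in BC3 (adjusted p = 1.3e-06, 6.1e-05, and 7.9e-06). *PUT1*, for proline oxidase, had −1.60 in B3, −0.77 in C3, and −1.75 in BC3 (adjusted p = 5.2e-05, 0.0075, and 3.3e-05). *CHA1*, for serine deamination, and *CAR1* and *CAR2*, for arginine breakdown, had −1.18, −1.28, and −1.55 in B3, −1.40, −0.94, and −1.26 in C3, and −1.32, −1.52, and −1.26 in BC3. Branched-chain amino acid synthesis had 9 of 12 genes downregulated in B3, 11 in C3, and 9 in BC3 (10, 11, and 9 adjusted over the list alone; camera adjusted p = 1.3e-06, 5.6e-08, and 3.5e-05, and 0.15, 0.086, and 0.27 with an estimated correlation). Genes under nitrogen catabolite repression had 16 of 25 downregulated in B3, 15 in C3, and 21 in BC3 (18, 15, and 22 adjusted over the list alone; camera adjusted p at most 1.9e-09, and at most 0.034 with an estimated correlation). By the 2-fold rule, 5, 10, and 6 of them were downregulated at pH 4.5 (hypergeometric adjusted p = 0.012, 4.2e-07, and 0.0013).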

Most of the DEGs in these pathways were downregulated, including those in leucine synthesis (*LEU1*, *LEU4*, *BAT2* downregulation), methionine synthesis (*MET2*, *MET6* downregulation), glycine synthesis (*AGX1* downregulation), aspartate synthesis (*ASP3* upregulation), proline degradation (*PUT1* downregulation), serine degradation (*CHO1*, *CHA1* downregulation), and arginine degradation (*CAR1*, *CAR2* downregulation) (Fig. 6).

**Fig. 6:**
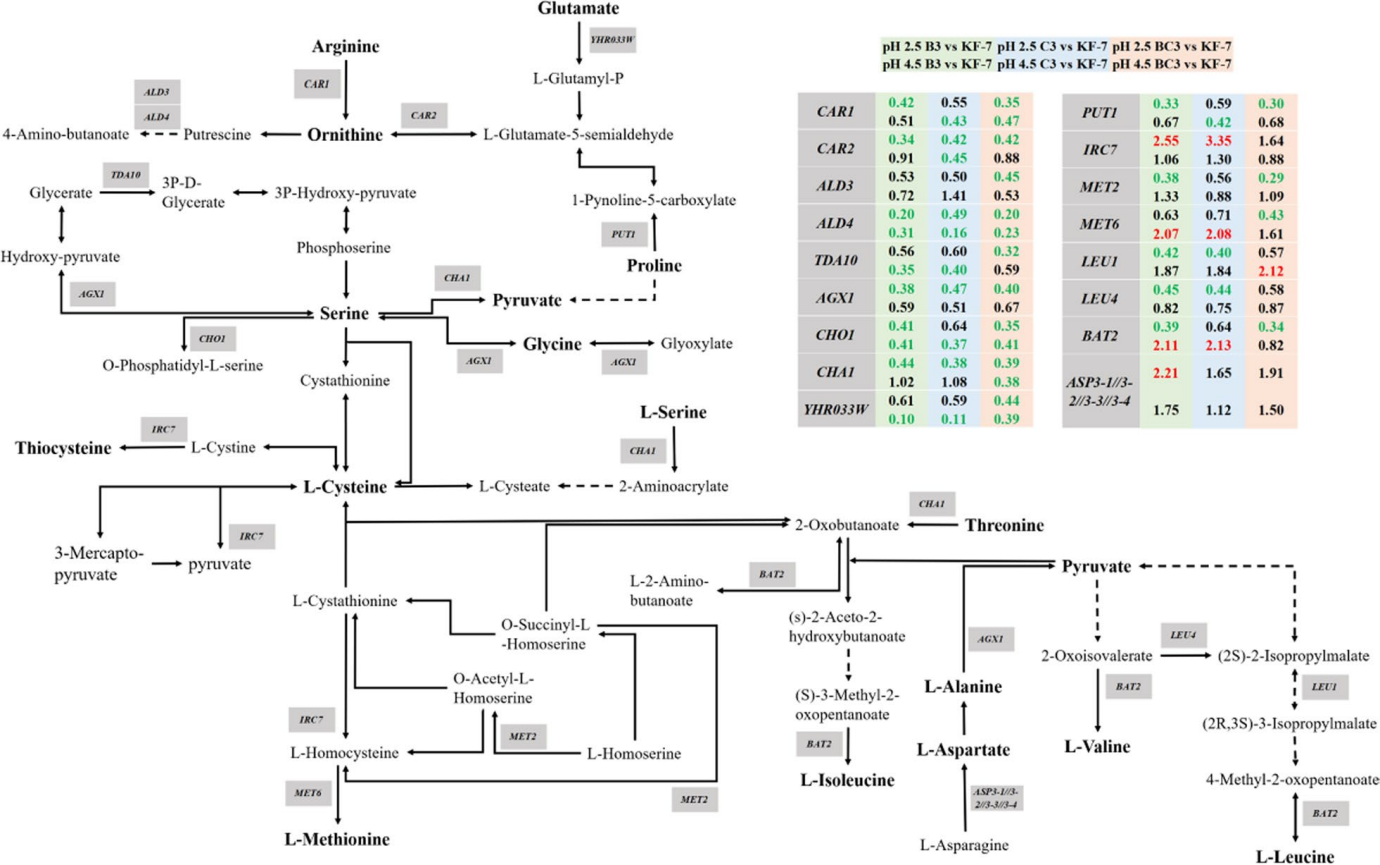
DEGs involved in amino acid metabolism. Green, blue, and red backgrounds indicated groups B3 vs KF-7, C3 vs KF-7, and BC3 vs KF-7, respectively. Letters in red indicated upregulation and in green indicated downregulation. Data in the first row were derived from pH 2.5, and data in the second row were derived from pH 4.5

#### Central carbon metabolism

Under pH 2.5, the glucose metabolism rate and ethanol production rate of the original strain and the low pH-tolerant strains were significantly different. The DEGs involved in central carbon metabolism were analyzed (Fig. 7). Limited genes involved in central carbon metabolism were differentially expressed, including *FBP1*, *ERR1*//*2*//*3*, *SOL4*, *YDR248C*, *IDP2*, *CIT3*, *PDC5*, *ADH2*, *ALD3,* and *ALD4*.

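*FBP1*, which encodes fructose-1,6-bisphosphatase, fell at pH 2.5 from 182 ± 15.8 in KF-7 to 69.3 ± 4.3 in B3, 73.0 ± 14.8 in C3, and 51.1 ± 2.4 in BC3 (mean ± SD, n = 2). *ERR3*, an enolase-related gene listed in the paper with *ERR1* and *ERR2*, rose in C3 to 1737 ± 65.0 from 593 ± 6.2 in KF-7, fell in BC3 to 259.6 ± 89.8, and was 698 ± 205 in B3 (adjusted p = 0.50). *SOL4*, a 6-phosphogluconolactonase gene, rose in B3 (log2 fold change 1.10, adjusted p = 0.0085), and *CIT3*, a mitochondrial citrate synthase gene, had −0.99 in B3, −0.75 in C3, and −1.31 in BC3 (adjusted p = 4.5e-05, 4.0e-04, and 6.2e-06). *ALD4* had log2 fold changes of −2.31 in B3, −1.05 in C3, and −2.42 in BC3 at pH 2.5. Beyond the genes named by the paper, *CAT8*, a regulator of gluconeogenesis, fell by 1.83, 1.49, and 2.13, and *MLS1*, the malate synthase gene, by 0.62, 0.45, and 0.97. Of 15 gluconeogenesis and glyoxylate genes, 11 were downregulated in B3, 11 in C3, and 13 in BC3 (13, 11, and 13 adjusted over the list alone; camera adjusted p at most 2.1e-09, and at most 0.026 with an estimated correlation). Of 22 glycolysis and fermentation genes, 1 was upregulated in B3, 1 in C3, and 0 in BC3, with 0, 0, and 1 downregulated (camera adjusted p = 0.86, 0.16, and 0.90). TCA cycle genes counted 13 of 16 downregulated in B3, 13 in C3, and 16 in BC3 (15, 14, and 16 adjusted over the list alone; camera adjusted p at most 7.3e-09, and 0.14, 0.086, and 0.12 with an estimated correlation). At pH 4.5, 9 of the 15 gluconeogenesis and glyoxylate genes were already downregulated by the 2-fold rule in B3, C3, and BC3 alike (hypergeometric adjusted p = 7.3e-09, 3.4e-08, and 2.5e-09).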

**Fig. 7:**
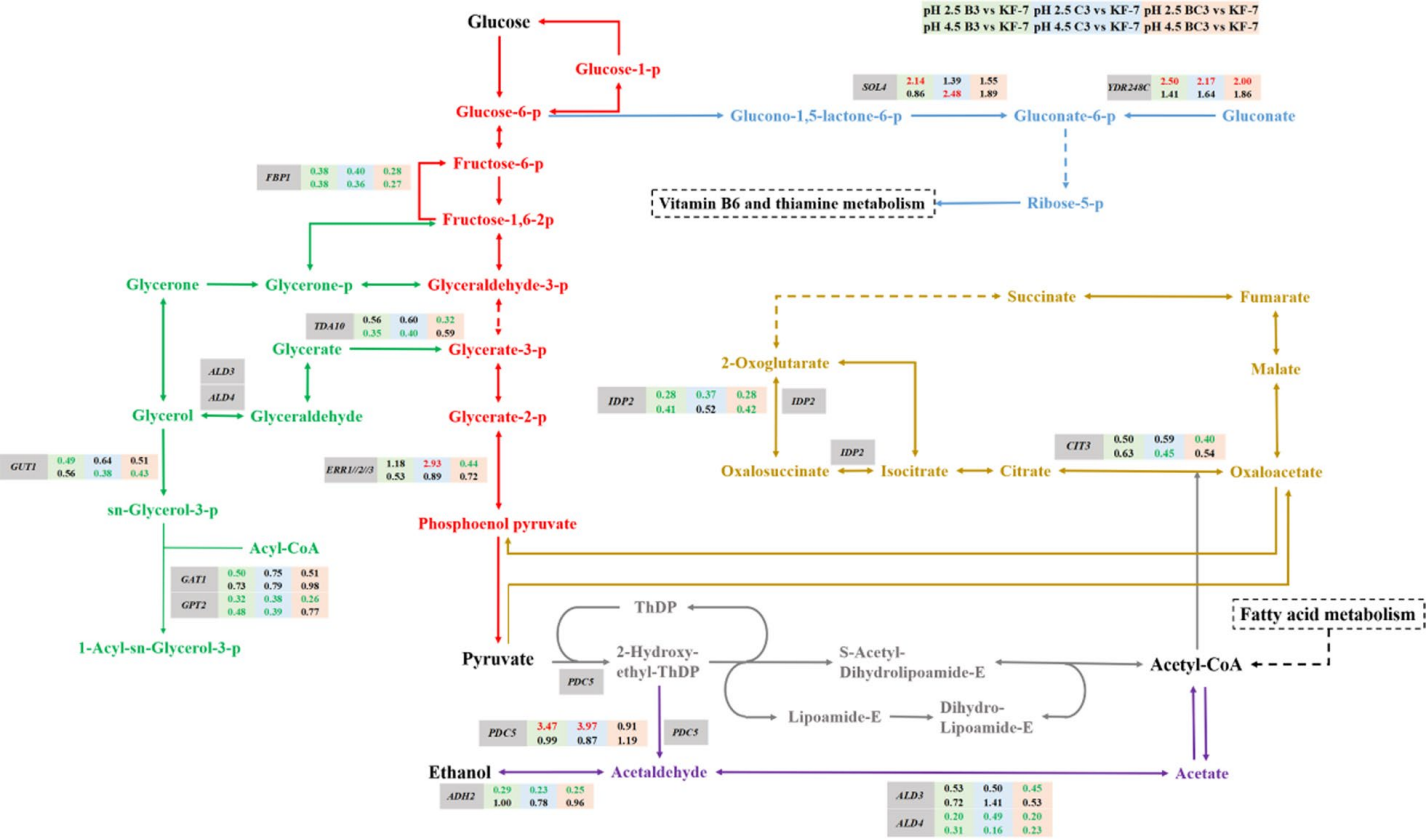
DEGs involved in the central carbon metabolism. Green, blue, and red backgrounds indicated groups B3 vs KF-7, C3 vs KF-7, and BC3 vs KF-7, respectively. Letters in red indicated upregulation and in green indicated downregulation. Data in the first row were derived from pH 2.5, and data in the second row were derived from pH 4.5

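*PDC5*, a pyruvate decarboxylase gene, rose at pH 2.5 from 1533 ± 110.5 in KF-7 to 5319 ± 83.3 in B3 and 6086 ± 319.9 in C3 (mean ± SD, n = 2; log2 fold changes 1.80 and 1.99, adjusted p = 1.2e-06 and 3.8e-07). On the arrays labelled BC3 it was 1392 ± 342 (log2 fold change −0.16, adjusted p = 0.38). *ADH2*, whose product oxidizes ethanol, fell from 327 ± 57.9 to 93.4 ± 2.8, 74.1 ± 5.9, and 82.4 ± 13.0 in B3, C3, and BC3. *ALD3*, for cytosolic aldehyde dehydrogenase, was lower in C3 and BC3 (log2 fold changes −0.97, adjusted p = 0.049, and −1.15, adjusted p = 0.026) and was 506 ± 163 in B3 against 963 ± 408 in KF-7 (adjusted p = 0.063). The main fermentation gene *ADH1* had −0.02 in B3, −0.07 in C3, and −0.02 in BC3 (adjusted p at least 0.47).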

The ethanol yields of B3, C3, and BC3 were all higher than that of the original strain KF-7, probably due to the upregulation of *PDC5* and the downregulation of *ALD3* and *ADH2*. *PDC5* encodes pyruvate decarboxylase which converts pyruvate to acetaldehyde. *ALD3* encodes acetaldehyde dehydrogenase which converts acetaldehyde to acetate. *ADH2* encodes alcohol dehydrogenase which converts ethanol to acetaldehyde. The differential expression of those genes might enhance the conversion of acetaldehyde to ethanol. Although the glycerol yield of each low pH-tolerant strain increased at pH 2.5 when compared with that at pH 4.5, the DEGs involved in glycerol synthesis were not upregulated. However, *GUT1*, *GAT1,* and *GPT2*, the genes participating in glycerol degradation were downregulated and the fold changes of these genes were similar in B3, C3, and BC3.

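*GUT1*, which encodes glycerol kinase, fell at pH 2.5 from 423 ± 4.2 in KF-7 to 209 ± 10.4 in B3, 269 ± 9.6 in C3, and 214 ± 27.4 in BC3 (mean ± SD, n = 2). *GPT2*, a glycerol-3-phosphate acyltransferase gene, had log2 fold changes of −1.65 in B3, −1.39 in C3, and −1.93 in BC3 (adjusted p = 1.7e-06, 8.0e-06, and 6.5e-07). *GAT1*, a GATA activator of nitrogen-regulated genes, fell from 349 ± 15.0 to 174 ± 9.2 in B3 (adjusted p = 5.6e-05), with log2 fold changes of −0.41 in C3 and −0.97 in BC3 (adjusted p = 0.018 and 8.4e-05). *GUT2*, the next enzyme of glycerol use, fell from 1517 ± 164 to 365 ± 28.8, 524 ± 97.4, and 369.6 ± 57.6 in B3, C3, and BC3. Of the synthesis genes, *GPP1* and *GPP2*, for glycerol-3-phosphatase, were higher than in KF-7 by 0.64 and 0.56 in B3, 0.42 and 0.40 in C3, and 0.67 and 0.51 in BC3 (adjusted p at most 0.022), all under 2-fold. *GPD1* was lower in B3 (−0.29, adjusted p = 0.032) and *GPD2* had −0.32 (adjusted p = 0.14). From pH 4.5 to pH 2.5, *GPD1* rose in KF-7 (log2 0.61, adjusted p = 2.1e-04) and in B3 (0.41, adjusted p = 0.0052). Of 12 glycerol genes, 3 were upregulated and 6 downregulated in B3, 3 and 5 in C3, and 2 and 5 in BC3 (7, 7, and 5 downregulated adjusted over the list alone; camera adjusted p = 0.013, 0.0073, and 0.025, and 0.21, 0.14, and 0.29 with an estimated correlation).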

#### General stress response (GSR)

Although the KEGG pathway of GSR was not enriched for DEGs at pH 2.5, previous studies found that there was a great correlation between thiamine, amino acid, glycerol and GSR. In addition, it has been reported that yeast cells respond promptly to pH reduction by inducing the expression of genes involved in GSR [3, 11]. Therefore, we also focused on DEGs involved in GSR under pH 2.5.

Under pH 2.5, the major DEGs related to stress response were shown in Table 2. 

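*HSP26*, a small heat shock chaperone gene, rose at pH 2.5 from 2151 ± 248 in KF-7 to 5508 ± 38.4 in B3 and 6048 ± 191 in C3, and was 1873 ± 132 in BC3 (mean ± SD, n = 2). *HSP30* had log2 fold changes of 1.00 in C3 (adjusted p = 0.064) and 1.57 in BC3 (adjusted p = 0.0096). *SNO4*, listed in the paper with *HSP32* and *HSP33*, rose in C3 (1.07, adjusted p = 0.0033) and had 0.55 in B3 (adjusted p = 0.072). *HSP12*, a membrane-protecting protein gene, fell from 6927 ± 851 to 3155 ± 493 in B3 and 2472 ± 326 in BC3, and was 5427 ± 598 in C3 (adjusted p = 0.054). *CTT1*, cytosolic catalase, was 1918 in B3 and 1934 in KF-7.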

The DEGs were mainly *HSP* genes, which were upregulated except for *HSP12*. Other DEGs involved in stress response mainly include *SMP1*, *MSN4*, *ZNF1*, *PDR12*, and *PDR15*. 

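*SMP1* rose at pH 2.5 in C3 and BC3 as in B3, with n = 2 arrays per group and log2 fold changes of 1.84 in B3, 1.49 in C3, and 1.65 in BC3 (adjusted p = 1.9e-05, 1.1e-04, and 5.1e-05). *ZNF1*, a regulator of respiratory growth, fell from 116 ± 32.7 in KF-7 to 44.5 ± 2.3 in B3, 46.6 ± 0.0 in C3, and 39.7 ± 6.7 in BC3. *PDR15*, an ABC transporter gene of the general stress response, fell from 495 ± 27.5 to 95.9 ± 7.6, 162 ± 47.6, and 95.5 ± 32.1. The acid exporter gene *PDR12* had −1.09 in B3, −1.34 in C3, and −0.08 in BC3 (adjusted p = 5.6e-05, 1.2e-05, and 0.67). *MSN4* was lower in B3 and BC3 (−0.64, adjusted p = 0.012, and −1.02, adjusted p = 0.0010) and was 168 ± 41.7 in C3 against 177 ± 36.1 in KF-7 (adjusted p = 0.74). Its paralog *MSN2* had −0.11 in B3, −0.33 in C3, and −0.06 in BC3 (adjusted p at least 0.051). The change of *PDR15* in B3 differed between pH 2.5 and pH 4.5 (log2 difference −3.00, adjusted p = 6.2e-05), while for *ZNF1* the difference was −0.49, adjusted p = 0.20. Of 13 drug and acid efflux genes, 2 were upregulated and 7 downregulated in B3, 2 and 3 in C3, and 3 and 4 in BC3 (camera adjusted p = 0.024, 0.044, and 0.27, and 0.24 and 0.28 in B3 and C3 with an estimated correlation).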

*SMP1* is involved in cellular osmotic stress tolerance, and *MSN4* can respond to multiple stresses. The functions of Smp1p and Msn4p were reported related to the Hog1-MAPK (Mitogen-activated protein kinase) pathway [33]. *ZNF1* played a role in tolerance to pH and osmotic stress [34]. *PDR12* was reported related to weak acid tolerance [35].

**Table 2:** Major DEGs involved in stress responses

DEGs	B3 vs KF-7	C3 vs KF-7	BC3 vs KF-7	Notes
*HSP32*//*33*//*SNO4*	1.45*	2.08^a^	0.91	Coding heat-shock proteins
	0.66**	1.12	0.99	
*HSP12*	0.46^b^	0.78	0.36^b^	
	0.61	0.93	0.85	
*HSP26*	2.56^a^	2.81^a^	0.87	
	0.58	0.96	1.80	
*HSP30*	3.23^a^	2.00	2.97^a^	
	1.41	3.46^a^	3.51^a^	
*SMP1*	3.53^a^	2.78^a^	3.14^a^	Others
	0.86	0.81	0.81	
*ZNF1*	0.38^b^	0.40^b^	0.34^b^	
	0.56	0.39^b^	0.30^b^	
*MSN4*	0.64	0.95	0.49^b^	
	0.36^b^	0.34^b^	0.62	
*PDR12*	0.47^b^	0.39^b^	0.95	
	1.35	0.94	1.33	
*PDR15*	0.19^b^	0.33^b^	0.19^b^	
	1.55	1.21	2.28^a^	

^*^Data in the first row were derived from pH 2.5

^**^Data in the second row were derived from pH 4.5

^a^upregulation, ^b^downregulation

#### DNA repairment

Low pH may adversely affect DNA replication, transcription, translation, or DNA stability. We found that many DEGs related to DNA repairment were upregulated in B3 and C3, while fewer of them were upregulated in BC3 (Table 3).

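*HST4*, a histone deacetylase gene of genome stability, averaged 58.5 ± 2.9 in KF-7, 124 ± 12.2 in B3, 159 ± 14.9 in C3, and 103 ± 11.1 in BC3 at pH 2.5 (mean ± SD, n = 2). *PHR1*, the photolyase gene, rose by log2 fold changes of 1.34 in B3, 1.25 in C3, and 0.96 in BC3 (adjusted p = 4.5e-05, 9.6e-05, and 6.4e-04), and *RAD10*, an excision repair endonuclease gene, by 1.22 in B3, 1.12 in C3, and 0.98 in BC3 (adjusted p = 7.4e-04, 0.0015, and 0.0038). *MAC1* and *MND1* rose by 1.00 and 0.87 in B3, 1.15 and 1.12 in C3, and 0.67 and 0.53 in BC3. *YJR096W*, an aldo-keto reductase gene, rose from 974 ± 223 to 2472 ± 168, 2130.5 ± 97.2, and 1675 ± 60.2. *YGR126W* rose in B3 and C3 (0.89, adjusted p = 0.015, and 1.11, adjusted p = 0.0054) and had 0.64 in BC3 (adjusted p = 0.071). In a direct comparison of B3 and C3 with BC3, *HST4* was higher (log2 0.44, adjusted p = 0.014), while *RAD10* had 0.20, adjusted p = 0.51 and *PHR1* 0.33, adjusted p = 0.12. At pH 4.5 *PHR1* and *HST4* were lower than in KF-7, by log2 fold changes of −0.85 and −0.83 in B3. Of 60 DNA repair genes, 13 were upregulated and 6 downregulated in B3, 17 and 4 in C3, and 12 and 7 in BC3 (camera adjusted p = 0.34, 0.12, and 0.80), with 13 and 5 in C3 after quantile normalization.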

**Table 3:** Fold changes of major upregulated DEGs involved in DNA repairment

DEGs	B3 vs KF-7	C3 vs KF-7	BC3 vs KF-7
*BUD16*	2.58*^a^	3.15^a^	1.58
	0.91**	0.80	0.86
*THI4*	8.72^a^	8.57^a^	0.68
	0.98	0.97	1.10
*YJR096W*	2.54^a^	2.19^a^	1.72
	0.66	1.36	1.14
*YGR126W*	1.86	2.15^a^	1.57
	1.13	1.99	1.18
*MAC1*	1.97	2.20^a^	1.57
	0.62	0.77	0.72
*YLR118C*	2.33^a^	2.32^a^	1.54
	1.03	1.16	1.09
*RAD10*	2.24^a^	2.09^a^	1.88
	0.92	1.08	0.93
*MND1*	1.84	2.18^a^	1.45
	0.72	0.59	0.91
*PHR1*	2.51^a^	2.35^a^	1.94
	0.56	0.59	0.60
*HST4*	2.11^a^	2.72^a^	1.76
	0.56	0.71	0.58

^*^Data in the first row were derived from pH 2.5

^**^Data in the second row were derived from pH 4.5

^a^upregulation

#### Protein interaction analysis of DEGs of B3 and C3

The association of DEGs of B3 and C3 at pH 2.5 was explored by protein interaction analysis to further understand the mechanism of low pH tolerance of *S. cerevisiae*. As shown in Fig. 8, the DEGs involved in fatty acid metabolism were at the core of the network. The DEGs *MRK1*, *HOS3*, *SMP1*, *COM2*, and *GAT1*, closely associated with DEGs of fatty acid metabolism, might play important roles in the low pH tolerance, although these DEGs were not included in enriched KEGG pathways. 

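*MRK1*, a glycogen synthase kinase gene, fell at pH 2.5 from 516 ± 84.0 in KF-7 to 79.6 ± 9.4 in B3, 196 ± 66.5 in C3, and 63.1 ± 25.2 in BC3 (mean ± SD, n = 2). *HOS3*, a histone deacetylase gene, had log2 fold changes of −1.01 in B3, −0.42 in C3, and −0.53 in BC3 (adjusted p = 1.7e-04, 0.031, and 0.012). *COM2*, a transcription factor gene of the sulfite response, rose from 212 ± 30.7 to 434 ± 53.4, 468 ± 6.2, and 430.3 ± 146. At pH 4.5 *COM2* was also higher in C3 (1.43, adjusted p = 5.8e-04) and in BC3 (1.13, adjusted p = 0.0032). *GAT1* averaged 349 ± 15.0 in KF-7, 174 ± 9.2 in B3, and 263 ± 1.0 in C3. Protein interactions were not measured on the arrays, so the positions of these genes in the network cannot be re-derived from them.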

The DEGs involved in thiamine and vitamin B6 metabolism were grouped in a relatively independent position and the group was associated with other DEGs through *CAR1* and *POT1*. The positions of DEGs involved in amino acid metabolism, central carbon metabolism, DNA repair, GSR, and cell cycle were scattered in the network. Although no pathway was enriched for DEGs such as *SPT10*, *YGK3*, *GEM1*, and *HOO1*, these DEGs were closely associated with other DEGs. 

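*SPT10*, a histone gene activator, rose at pH 2.5 from 49.1 ± 6.2 in KF-7 to 109.9 ± 5.1 in B3, 91.4 ± 17.9 in C3, and 83.7 ± 5.4 in BC3 (mean ± SD, n = 2). *YGK3*, a kinase gene related to *MRK1*, rose in B3 and C3 (0.68, adjusted p = 0.0039, and 1.16, adjusted p = 1.2e-04) and fell in BC3 (−0.57, adjusted p = 0.012). *GEM1*, a mitochondrial GTPase gene with low signal, rose from 12.0 ± 3.8 to 29.4 ± 2.2, 19.2 ± 1.3, and 20.8 ± 1.0. *HHO1*, the linker histone gene, read here for *HOO1*, fell from 907 ± 2.3 to 389.7 ± 75.3, 450.2 ± 109, and 505 ± 9.1. The difference of *YGK3* between the haploids and BC3 reached log2 1.48, adjusted p = 9.3e-06.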

The regulatory mechanisms of these DEGs and their relationships remain to be further explored.

**Fig. 8:**
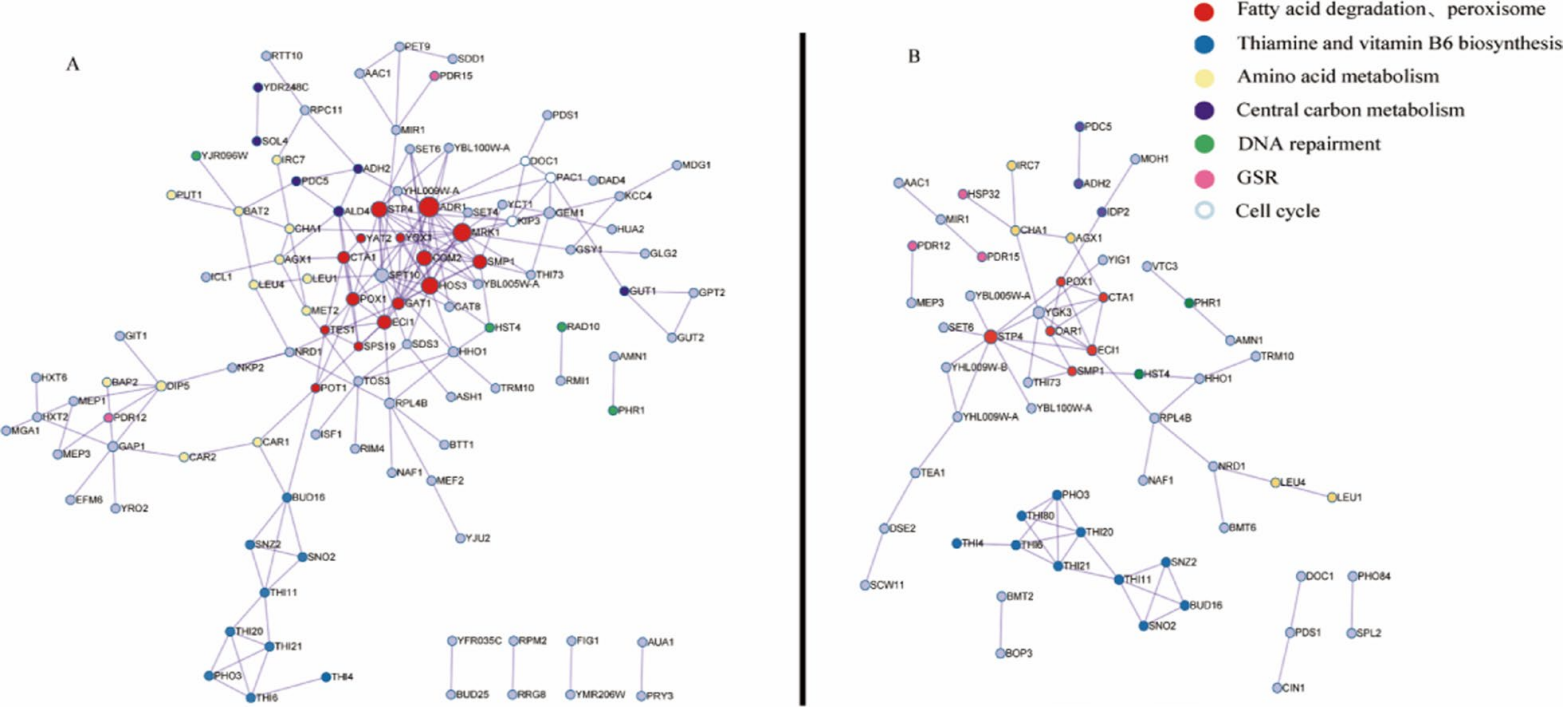
Protein interaction analysis of DEGs in groups B3 vs KF-7 **A** and C3 vs KF-7 **B** at pH 2.5

## Discussion

### Maintenance of cellular homeostasis under low pH condition

Cell membrane provide a constant intracellular environment for cell growth and metabolism. Maintenance of proper membrane structure and function is a prerequisite for all cellular metabolic activities. Low pH usually leads to morphological changes in cells, which is a consequence of the damaged lipoidal cell membrane and decreased fluidity [36]. Some microbes regulate membrane fluidity by modulating fatty acid metabolism, such as modulating fatty acid composition, altering the unsaturation ratio and the isomerization of unsaturated fatty acids, and altering either the proportion or type of branched chain of fatty acids [36]. It has been reported that higher unsaturation ratios of membrane fatty acids contribute to cell survival at low pH [36]. In the present study, the downregulation of *POX1*, *POT1*, and *SPS19* involved in long-chain fatty acids degradation might be conducive to the accumulation of long-chain fatty acids and therefore regulate the fluidity of cell membrane under low pH condition. 

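*ADR1*, which encodes an activator of peroxisomal and ethanol-use genes, fell at pH 2.5 from 256 ± 20.2 in KF-7 to 48.1 ± 0.3 in B3, 87.3 ± 15.0 in C3, and 56.9 ± 0.3 in BC3 (mean ± SD, n = 2; log2 fold changes −2.41 in B3, −1.56 in C3, and −2.17 in BC3, adjusted p = 2.5e-07, 1.1e-05, and 8.6e-07). At pH 4.5 its log2 fold changes were −1.25 in B3, −1.52 in C3, and −0.96 in BC3 (adjusted p = 5.2e-05, 8.7e-06, and 3.6e-04). The fall was larger at pH 2.5 in B3 and BC3 (log2 differences −1.16, adjusted p = 0.0020, and −1.20, adjusted p = 0.0026), and in C3 the difference was −0.04, adjusted p = 0.91. Within KF-7, *ADR1* rose from pH 4.5 to pH 2.5 (log2 1.88, adjusted p = 7.6e-07), as did its targets *POX1* (2.31, adjusted p = 3.1e-06) and *POT1* (1.80, adjusted p = 2.1e-05).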

Consistent with this, carbon source-responsive transcriptional regulator Adr1p was also down-regulated at pH 2.5. Adr1p coordinates the biochemical pathways that generate acetyl-CoA and NADH from non-fermentable substrates [37]. In the present study, most DEGs involved in fatty acid metabolism, including *POT1*, *SPS19*, *TES1*, *POX1*, *EC11*, and *CTA1*, can be positively regulated by Adr1p based on the analysis using the YEASTRACT database. Adr1p might have an even more general function as a transcriptional activator under suboptimal growth conditions [38]. In addition, *STP4* was upregulated in B3, C3, and BC3. 

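*STP4* rose at pH 2.5 from 809 ± 165 in KF-7 to 2142 ± 283 in B3, 1676 ± 154 in C3, and 1938 ± 143 in BC3 (mean ± SD, n = 2; log2 fold changes 1.41 in B3, 1.06 in C3, and 1.27 in BC3, adjusted p = 3.4e-05, 3.2e-04, and 9.4e-05). This predicted zinc finger factor was also higher at pH 4.5, by 0.64 in B3, 0.82 in C3, and 1.15 in BC3 (adjusted p = 0.0064, 0.0013, and 1.7e-04). The change in B3 was larger at pH 2.5 (log2 difference 0.77, adjusted p = 0.022), and in C3 and BC3 the differences were 0.24, adjusted p = 0.44, and 0.12, adjusted p = 0.72. Ergosterol genes, which act on the same membranes, counted 3 of 23 upregulated and 2 downregulated in B3, 3 and 3 in C3, and 5 and 0 in BC3 (camera adjusted p = 0.74, 0.41, and 0.78).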

Stp4p (predicted transcription factor) might participate in the control of cell membrane homeostasis by sensing depletion of Sphingolipids (SLs), structural components of cell membranes. It translocates to the nucleus to induce the expression of genes involved in SLs synthesis [39]. The above DEGs might be jointly involved in maintaining cell membrane homeostasis under low pH condition (Fig. 9).

**Fig. 9:**
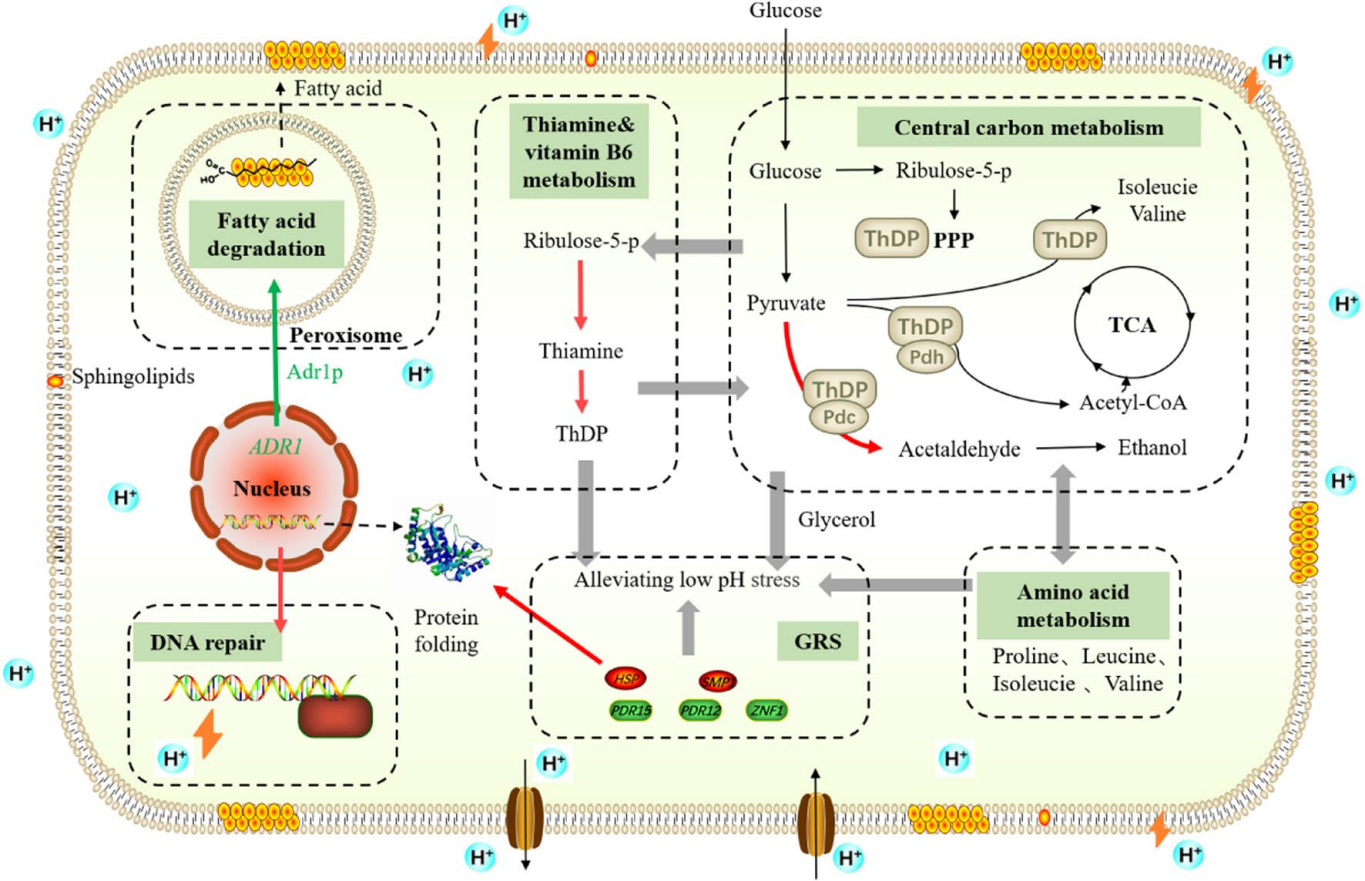
Schematic diagram of the low pH tolerance mechanism of haploid strains B3 and C3 under pH 2.5

Maintaining chromosomal stability is an important aspect of stress tolerance. At pH 2.5, the DEGs involved in DNA repairment were upregulated (Table 3). *BUD16* and *THI4* are not only involved in thiamine synthesis. *BUD16* encodes yeast Pdxk, which is not only a critical enzyme in vitamin B6 metabolism but also in genome integrity maintenance via its role in maintaining adequate PLP [20]. Thi4p participates in both HET biosynthesis and maintenance of biological activity of mitochondrial DNA [40]. *RAD10* is required to repair HO endonuclease -induced double-strand breaks [41]. Hst3p and Hst4p prevent genome instability by tuning levels of both coding and noncoding gene transcription [42]. The expression of *YJR096W* was induced by methyl methanesulphonate (MMS), a kind of DNA-damaging agent [43]. The above DEGs might be involved in the co-maintenance of chromosome homeostasis under low pH condition.

The downregulation of DEGs involved in fatty acid degradation and the upregulation of DEGs involved in DNA repair was conducive to maintaining cell membrane homeostasis and chromosome homeostasis under low pH condition. The above two aspects of regulation might provide *S. cerevisiae* with a certain degree of low pH tolerance.

### Metabolic regulation of cells under low pH condition

The metabolism of Haploids B3 and C3 appeared to be strongly thiamine-dependent (Fig. 9). Haploids B3 and C3 might regulate their central carbon metabolism and amino acid metabolism through thiamine-dependent pathways, thereby their growth and fermentation ability under low pH condition were improved. The active form of thiamine is ThDP. ThDP participates in the ethanol production pathway, TCA cycle, PPP, and amino acid synthesis through ThDP-dependent enzymes pyruvate decarboxylase (Pdc), pyruvate dehydrogenase (Pdh), and transketolase (Tkl), α-acetolactate synthase, respectively [28, 30].

ThDP is particularly critical in the metabolism of pyruvate [28], the end product of glycolysis. In the ethanol production pathway, ThDP-dependent enzymes Pdc catalyzes the irreversible conversion of pyruvate to acetaldehyde [28], which is then converted into ethanol. However, ThDP is destroyed when bound to ThDP-dependent enzymes in the normal catalytic reaction [44]. Under pH 2.5, B3 and C3 might require more Pdc (*PDC5* was upregulated), which further led to the more consumption of ThDP. As a result, B3 and C3 should produce more ThDP to maintain normal metabolic activities, which in turn led to the upregulation of DEGs involving in the entire thiamine metabolic pathway. This regulation may be beneficial in promoting the production of ethanol under pH 2.5. Previous studies have shown that thiamine plays an important role in the ethanol fermentation of *S. cerevisiae*. Xu et al. found that the production of pyruvate and ethanol of *S. cerevisiae* could be controlled by regulating the thiamine synthesis [45]. Shi et al. found that overexpression of *THI4* increased the glucose consumption rate, ethanol concentration, and osmotic stress tolerance of yeast BY4741 [29]. Zeng et al. found that the upregulation of DEGs involved in thiamine synthesis possibly contributed to the improvement of xylose metabolism [27].

The expression of most genes encoding enzymes involved in ThDP synthesis and thiamine utilization was low or absent in the presence of exogenous thiamine, but they would be strongly upregulated when thiamine became limited [30]. 

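*THI2*, which encodes an activator of thiamine genes, rose at pH 2.5 from 165 ± 9.0 in KF-7 to 474 ± 30.5 in B3 and 645 ± 58.2 in C3, and was 164 ± 14.0 in BC3 (mean ± SD, n = 2). *THI3*, the partner that senses thiamine diphosphate, rose by log2 fold changes of 0.76 in B3 and 0.70 in C3, and *THI22*, a further HMP kinase homolog, by 1.87 and 1.74. The low-affinity transporter gene *THI72* had −0.32 and −0.35 (adjusted p = 0.32 and 0.28). From pH 4.5 to pH 2.5, *THI2* fell in KF-7 (log2 −1.97, adjusted p = 2.1e-08), in BC3 (−2.55, adjusted p = 2.0e-09), and in B3 (−0.63, adjusted p = 4.2e-04), and rose in C3 (0.33, adjusted p = 0.017). *SNZ3* fell in KF-7 over the same step (−3.03, adjusted p = 1.3e-06), in B3 (−1.08, adjusted p = 0.0046), and in C3 (−0.82, adjusted p = 0.016). Upregulation in B3 and C3 at pH 2.5 is thus relative to KF-7, where these genes were lower at pH 2.5 than at pH 4.5. The arrays give no thiamine concentration.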

In this study, under pH 2.5, the DEGs in the thiamine synthesis pathway, such as *THI2*, *SNZ2*//*3*, *SNO2*//*3*, etc., were upregulated to different degrees in haploids B3 and C3, suggesting that B3 and C3 need more thiamine to cope with low-pH stress. It was reported that thiamine strongly repressed the expression of *PDC5*, however, in the absence of external thiamine, the expression of *PDC5* is upregulated [28, 30]. 

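*PDC5* stood at 6469.8 ± 6.5 in KF-7, 6427 ± 78.7 in B3, 5632 ± 275 in C3, and 7714 ± 80.9 in BC3 at pH 4.5 (mean ± SD, n = 2). From pH 4.5 to pH 2.5 this thiamine-repressed gene fell in KF-7 (log2 −2.08, adjusted p = 1.3e-07) and in BC3 (−2.49, adjusted p = 2.3e-08), and was −0.27 in B3 and 0.11 in C3 (adjusted p = 0.12 and 0.51). Its change against KF-7 therefore differed between both pH conditions in B3 and C3 (log2 differences 1.81, adjusted p = 6.2e-05, and 2.19, adjusted p = 1.2e-05). *PDC2*, the activator of *PDC5* and thiamine genes, had 0.17 in B3, 0.21 in C3, and 0.25 in BC3 at pH 2.5 (adjusted p at least 0.064).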

In the present study, the significant upregulation of *PDC5* in B3 and C3, therefore, indicated that thiamine might be insufficient in B3 and C3. In low pH-tolerant strains, thiamine might participate in a broader metabolic regulation.

On the other hand, the downregulation of amino acid metabolism might also be related to intracellular thiamine deficiency. For example, the biosynthesis of isoleucine and valine, which stem from pyruvate, are also dependent on ThDP and there is evidence that the catabolism of branched-chain amino acids also proceeds via ThDP-catalyzed reactions [28].

### Stress regulation at low pH condition

The intermediate metabolites of thiamine, amino acid, and glycerol are related to GSR. Thiamine can alleviate the redox stress in *S. cerevisiae* [27, 46]. Some studies reported that thiamine affected cellular redox state through ThDP-dependent enzymes such as transketolase or α-ketoglutarate dehydrogenase [47, 48], or protected cellular redox balance by producing NADPH and glutathione [46]. By supplied with 1.5 µM thiamine, *Schizosaccharomyces pombe* Lindner liquefacient wild type 972 h showed the highest tolerance against oxidative stress [46]. When *S. pombe* wild type 972 h and *S. pombe* ird11 mutant were exposed to H_2_O_2_, the expression of genes (*THI2*, *THI3,* and *PHO1*) involved in thiamine biosynthesis and transport were upregulated even if thiamine was present in the medium [49]. In addition, thiamine also has a certain effect on the tolerance of thermal stress and osmotic stress of *S. cerevisiae*. Yeast BY4741 exhibited improved tolerance to oxidative stress (1 mM H_2_O_2_), osmotic stress (1 M sorbitol), and thermal stress (high temperature, 42 °C) when grown in medium supplemented with 1.4 μM thiamine [47].

As for amino acid metabolism, Nugroho et al. reported that the addition of proline protected the cells from acid stress (lactic acid) by combating acid-induced oxidative stress [50]. Li et al. also found that under acetic acid and formic acid stress, most DEGs involved in amino acid metabolism of *S. cerevisiae* S6 were down-regulated, and amino acid metabolism played important role in response to acetic and formic acids [51]. Changes in the metabolism of amino acids (proline, aspartic acid, etc.) also affect the tolerance of strains to oxidative stress [52], osmotic pressure, ethanol stress [53], and freezing [54]. For example, an appropriate level of proline protected yeast cells from damage caused by various stresses, including freezing, desiccation, osmolarity, oxidation, and ethanol [55]. The results of Ohta et al. showed that simultaneous deletion of *LEU4* and *LEU9* (leading to accumulation of valine) significantly enhanced ethanol tolerance of *S. cerevisiae* [56]. 

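Means of *PUT1* at pH 2.5 were 3239 ± 177 in KF-7, 1076 ± 161 in B3, 1905 ± 220.1 in C3, and 981 ± 244 in BC3 (mean ± SD, n = 2). *LEU1* was at 469.9 ± 42.2 in B3 against 1127 ± 277 in KF-7, and *LEU4*, the isopropylmalate synthase gene, at 2027 ± 34.5 against 4524 ± 479. At pH 4.5, *LEU1* was instead higher than in KF-7 (0.90 in B3, 0.88 in C3, and 1.08 in BC3, adjusted p = 7.2e-04, 7.7e-04, and 2.3e-04), and its change differed between both pH conditions (log2 differences −2.15, −2.18, and −1.88, adjusted p at most 3.0e-04). *LEU9*, the second synthase gene, fell at pH 2.5 by 0.66 in B3, 0.93 in C3, and 0.67 in BC3. Within B3, *LEU1* fell from pH 4.5 to pH 2.5 (log2 −1.74, adjusted p = 3.4e-06) and *PUT1* rose (1.10, adjusted p = 5.8e-04). No proline or valine level was measured on the arrays.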

In the present study, the genes *PUT1* (encoding proline oxidase), *LEU1,* and *LEU4* were also downregulated.

The glycerol accumulation of low pH-tolerant strains was significantly increased at pH 2.5. Low pH will damage the cell wall, and the CWI pathway is the main mechanism for cell tolerance to low pH. Cell wall injury might mimic the effects of high osmotic shock and activates the HOG pathway [11]. The increase of glycerol concentration in the present study might also be a protective mechanism for cells at low pH condition.

In addition, genes involved in stress response differentially expressed under pH 2.5. The genes of heat shock proteins (Hsps) were mostly upregulated except for *HSP12*. 

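Across 26 heat shock protein genes at pH 2.5, 6 were upregulated and 2 downregulated in B3, 3 and 1 in C3, and 2 and 4 in BC3 (camera adjusted p = 0.74, 0.91, and 0.42; n = 2 arrays per group). *HSP26* at pH 4.5 was lower than in KF-7 in B3 (−0.83, adjusted p = 0.0011) and higher in BC3 (0.85, adjusted p = 9.4e-04), so its change differed between both pH conditions (log2 differences 2.19, adjusted p = 4.7e-05 in B3, and −1.05, adjusted p = 0.0056 in BC3). *HSP12* had an interaction of −1.25, adjusted p = 0.0010 in BC3 and −0.42, adjusted p = 0.11 in B3. From pH 4.5 to pH 2.5, *HSP26* fell in KF-7 (log2 −1.16, adjusted p = 4.9e-05) and rose in B3 (1.03, adjusted p = 2.0e-04). General stress response genes, which are induced by Msn2p and Msn4p, counted 5 of 30 upregulated and 7 downregulated in B3, 5 and 5 in C3, and 1 and 18 in BC3 (camera adjusted p = 0.063, 0.14, and 2.2e-04, the last 0.47 with an estimated correlation).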

Consistent with the results of De Melo et al., low pH activated GSR, which is mainly a heat shock response [3]. Hsps implicate growth-related processes such as DNA replication, cell division, transcription, translation, protein folding, membrane protein functions, and protein transport. They play important roles in the survival and maintenance of normal functions of cells under heat, oxidative stress, heavy metals, ethanol, or other toxic substances [57, 58]. Previous studies suggested that *S. cerevisiae* itself has cross-tolerance to different kinds of stress [59], for example, acid-tolerant strains also show heat tolerance [3, 9]. Under pH 2.5, yeast cells might quickly respond to the decrease of pH by inducing the expression of genes in GSR, which was consistent with previous studies [3, 11].

## Conclusion

In this study, comparative transcriptome analysis was carried out for the original strain KF-7, and two haploid strains B3 and C3 with improved low pH tolerance and their mating strain BC3 obtained by long-term continuous fermentation under low-pH stress, sporulation, and mating. The results found that the DEGs at pH 2.5 were involved in multiple metabolism pathways, among which the more variable pathways were fatty acid degradation, thiamine and vitamin B6 biosynthesis, amino acid metabolism, GSR and DNA repairment. The mechanisms of low pH tolerance of strains B3 and C3 could be summarized into three aspects: maintenance of cellular homeostasis, metabolic regulation, and stress regulation. Under low pH condition, B3 and C3 maintained cell membrane homeostasis and chromosomal homeostasis via regulating cell membrane fluidity and DNA repairment. They regulated carbon and amino acid metabolism via the ThDP-dependent metabolic regulation. The increased generation of intermediate metabolites including thiamine, glycerol, and amino acids, and the induced expression of genes in GSR synergistically provided yeast cells the tolerance to low pH condition.

## Materials and methods

### Strains and media

*Saccharomyces cerevisiae* flocculating strains of KF-7 [12], B3, C3 and BC3 were used in this study. Mutant strains of B3, C3 and BC3 were obtained from KF-7 [13]. A mutant strain K12 with improved low pH-tolerance was first obtained from KF-7 through 80 days-evolution based on continuous fermentation using a 1 L- continuous stirred tank reactor. In continuous fermentation, YPD150 medium (10 g/L yeast extract, 20 g/L peptone, 150 g/L glucose) was used. The pH of the fermentation broth was gradually reduced from 4.0 to 2.7 using an HCl solution during the 80 d-operation. When the fermentation was stable under pH 2.7, the mutant strains were isolated through single colony isolation, and strain K12 with the best acid tolerance was selected via growth screening under pH 2.7 and fermentation evaluation under pH 2.5. Strain K12 was then cultured on a sporulation agar plate (1 g/L yeast extract, 1 g/L potassium acetate, 0.5 g/L glucose, and 20 g/L agar) to obtain spores. Then asci were dissected using a Singer MSM300 System (Singer Instruments, Watchet, UK) after the treatment with snail enzyme. Haploid strains of B3 (*MAT*a) and C3 (*MAT*α) with superior growth ability under pH 2.7 and fermentation capacity under pH 2.5 were obtained. Strain BC3 is a diploid obtained by mating B3 and C3. Strains B3 and C3 have much better low pH tolerance than K12 and BC3.

A YPD-agar plate (10 g/L yeast extract, 20 g/L peptone, 20 g/L glucose, and 20 g/L agar) was used for cell activation. YPD50 medium (10 g/L yeast extract, 20 g/L peptone, and 50 g/L glucose) was used for pre-cultivation. YPD130 medium (10 g/L yeast extract, 20 g/L peptone, 130 g/L glucose, pH 2.5 or pH 4.5) was used for batch fermentation.

### Batch fermentation

Yeast strains were stocked in 15% glycerol stocks at −80 °C and recovered on YPD-agar plates (natural pH of 5.4) before characterization. A loopful of cells was inoculated into a cotton-plugged 500-mL flask with 100 mL of YPD50 medium (natural pH of 5.4) and cultivated for 16 h (160 rpm, 30 °C) in a shaker. Fresh cells were collected by centrifugation (8000 × g, 2 min), and inoculated into a cotton-plugged 300-mL flask with 100 mL of YPD130 medium. The initial cell density was adjusted to 2 × 10^7^ cell/mL. The pH of the YPD130 medium was adjusted to 2.5 or 4.5 using an HCl solution. The flasks were incubated in a thermostat water bath (35 °C). The broth was magnetically stirred at 200 rpm. The batch fermentation experiments were conducted with two biological repeats.

### Analytical methods

The fermentation broth was centrifuged at 8000 × g for 2 min. The precipitated cells were resuspended using 0.5 M EDTA solution. The cell density was determined by using the hemocytometer. The supernatant was filtered through a 0.22 μm membrane filter and used for the analysis of the concentrations of residual glucose, ethanol, and glycerol. Glucose was determined using high-performance liquid chromatography (HPLC) (LC-10AD VP, Shimadzu, Kyoto, Japan) equipped with a fluorescence detector (RF-10A_XL_). The column Shimpack ISA-07/S2504 (4 mm i.d. × 25 cm L) was used. Buffer A (0.1 M borate buffer, pH 8.0) and buffer B (0.4 M borate buffer, pH 9.0) were used at a flow rate of 0.6 mL/min with a gradient from 100% buffer A (0% buffer B) to 0% buffer A (100% buffer B) at a changing rate of 2%/min. The sample injection volume was 20 μL and the running time was 20 min [60]. Ethanol was measured by an internal standard method (2-propanol was used as the internal standard) using gas chromatography (GC 353B, GL Sciences, Tokyo, Japan) with a flame ionization detector (FID) and a TC-1 capillary column (0.25 mm i.d. × 60 mL; d.f.: 0.25 μm). The oven temperature was set at 50 ℃ and the injection and detector temperatures were set at 180 ℃. Helium was used as the carrier gas and H_2_ as the flaming gas. The sample injection volume was 0.5 μL and the running time was 9 min [60]. Glycerol was assayed using HPLC (SCL-10A VP, Shimadzu, Kyoto, Japan) equipped with an Aminex HPX-87H column (300 × 7.8 mm) (Bio-Rad, Hercules, USA) and a RID-10A refractive index detector (Shimadzu, Kyoto, Japan). The HPLC was operated at 35 ℃ using 5 mM H_2_SO_4_ as mobile phase at 0.6 mL/min. The sample injection volume was 50 μL and the running time was 15 min [61].

### RNA extraction

For transcriptional analysis, yeast cells were harvested at 4 h under pH 4.5 and 8 h under pH 2.5 during batch fermentation with YPD130 medium, respectively. Total RNA was extracted using the Takara Yeast RNAiso Kit (Dalian, China). RNA quality and concentration were measured by agarose gel electrophoresis and NanoDrop 2000/2000C (Thermo Scientific, Waltham, USA). A total of 16 RNA samples (two biological repeats of each strain under each pH condition) were subjected to followed microarray analysis.

### Microarray analysis and quantitative real-time PCR

Microarray analysis was performed using the 7G Affymetrix GeneChip^®^ Yeast Genome 2.0 Array. The isolated total RNA was cleaned up with the RNeasy Kit (Qiagen, Hilden, Germany); 100 ng of total RNA was used for complementary DNA (cDNA) synthesis and to produce biotin-tagged complementary RNA (cRNA) with the GeneChip IVT Labeling Kit (Affymetrix, Santa Clara, CA). A total of 15 μg of fragmented cRNA, together with control oligo B2 and eukaryotic hybridization controls, was hybridized to each GeneChip array at 45 °C for 16 h (Affymetrix GeneChipHybridization Oven 640) according to the manufacturer’s instructions. After hybridization, the GeneChip arrays were washed, stained with streptavidin phycoerythrinonan (SAPE) on an Affymetrix Fluidics Station 450, and then scanned with the Affymetrix GeneChip Scanner 3000 7G. The data extraction and analysis were carried out using the Affymetrix GeneChip Command Console Software. The microarray data can be accessed through GEO accession through GSE210964.

To identify altered gene expression, the averages of two biological duplicates were compared, and the genes filtered with a fold change (Sample B / Sample A) ≥ 2 or ≤ 0.5 were considered as differentially expressed genes (DEGs). A Venn diagram was used for Venn mapping to observe the quantitative distribution of the DEGs in each group. The gene function was annotated based on the *Saccharomyces* Genome Database (SGD). KEGG pathway analyses were performed on the DEGs, and those pathways with a *P* ≤ 0.05 and enrichment ratio ≥ 0.2 were considered to be significantly enriched. *P* value was calculated based on the hypergeometric distribution. The enrichment ratio of each KEGG term was the number of DEGs involved in each KEGG term to the number of total genes involved in each KEGG term. The DEGs were shown on the KEGG pathway map according to the KEGG database. The DEGs were used to search for transcription factors (TFs) that have been experimentally shown to regulate the expression of the genes from documented associations in the YEASTRACT database. The protein interaction was analyzed based on the Metascape.

The RNA samples were also used for the real-time RT-qPCR validation of genes with varying transcript abundance. The cDNA was reversely transcribed from total RNA using the Takara PrimeScript™ RT reagent kit with gDNA Eraser (Perfect Real Time) (Dalian, China). Six genes, *ADY2*, *ATO2*, *BTN2*, *ENO1*, *ENO2*, and *HSP30* were chosen to quantify their relative expression levels in all 16 RNA samples, and the primers used for RT-qPCR are listed in Additional file 1: Table S1. RT-qPCR was performed according to the manufacturer’s manual for Takara SYBR^®^ Premix Ex TaqTM II (Tli RNaseH Plus) (Dalian, China). The expression level of each gene was normalized using the *ACT1* expression level as a reference. The fold change was determined by the 2^−ΔΔCT^ method [62]. Each sample was run in triplicate on a 96-well plate, and each group was repeated three times. The value of RT-qPCR was presented as the mean of the triplicates.

## Supplementary Information

**Additional file 1: Table S1** Primers used for RT-qPCR. **Fig. S1** The cluster of the gene expression level of each strain. **Fig. S2** Validation of transcriptome data by RT-qPCR. The fold change means the ratio of the expression level of a specific gene in experimental group samples to that in control samples. The *ACT1 *expression level was used as a reference in RT-qPCR. Panel A, B, C indicated groups B3 vs KF-7, C3 vs KF-7, and BC3 vs KF-7 under pH 4.5, while panel D, E, F indicated the conditions under pH 2.5, respectively.

## Data Availability

The datasets generated during the current study are available in the NCBI repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210964. The microarray data can be accessed through the GEO accession GSE210964.

## Abbreviations

*S. cerevisiae*: *Saccharomyces cerevisiae*
GSR: General stress response
PKA: Protein kinase A
PKC: Protein kinase C
CWI: Cell wall integrity
HOG: High osmolarity glycerol
ATP: Adenosine-triphosphate
DEGs: Differentially expressed genes
KEGG: Kyoto Encyclopedia of Genes and Genomes
Acetyl-CoA: Acetyl coenzyme A
ThDP: Thiamine and thiamine diphosphate
PN: Pyridoxine
PL: Pyridoxal
PM: Pyridoxamine
PLP: Pyridoxal 5′-phosphate
Pdxk: Pyridoxal kinase
PLPC: Pyridoxal 5′-phosphate synthase complex
HMP: 4-Amino-2-methyl-5-hydroxymethylpyrimidine
HET: 4-Methyl-5-β-hydroxyethylthiazole
ThP: Thiamin phosphate
MAPK: Mitogen-activated protein kinase
SLs: Sphingolipids
MMS: Methyl methanesulphonate
TCA cycle: Tricarboxylic acid cycle
PPP: Pentose phosphate pathway
Pdc: Pyruvate decarboxylase
Pdh: Pyruvate dehydrogenase
Tkl: Transketolase
NADPH: Nicotinamide adenine dinucleotide phosphate
Hsps: Heat-shock proteins
HPLC: High-performance liquid chromatography
FID: Flame ionization detector
DNA: Deoxyribonucleic acid
RNA: Ribonucleic Acid
cDNA: Complementary DNA
cRNA: Complementary RNA
SAPE: Streptavidin phycoerythrinonan
SGD: *Saccharomyces* Genome Database
TFs: Transcription factors
RT-qPCR: Quantitative real-time Polymerase Chain Reaction

## References

[1] Johnston NR, Nallur S, Gordon PB, Smith KD, Strobel SA (2020). Genome-wide identification of genes involved in general acid stress and fluoride toxicity in *Saccharomyces cerevisiae*. Front Microbiol.

[2] Lucena RM, Dolz-Edo L, Brul S, de Morais MA, Smits G (2020). Extreme low cytosolic pH is a signal for cell survival in acid stressed yeast. Genes (Basel).

[3] De Melo HF, Bonini BM, Thevelein J, Simoes DA, Morais MA (2010). Physiological and molecular analysis of the stress response of *Saccharomyces cerevisiae* imposed by strong inorganic acid with implication to industrial fermentations. J Appl Microbiol.

[4] Fletcher E, Feizi A, Bisschops MMM, Hallstrom BM, Khoomrung S, Siewers V, Nielsen J (2017). Evolutionary engineering reveals divergent paths when yeast is adapted to different acidic environments. Metab Eng.

[5] Kadar Z, Maltha SF, Szengyel Z, Reczey K, De Laat W (2007). Ethanol fermentation of various pretreated and hydrolyzed substrates at low initial pH. Appl Biochem Biotech.

[6] Brodeur G, Yau E, Badal K, Collier J, Ramachandran KB, Ramakrishnan S (2011). Chemical and physicochemical pretreatment of lignocellulosic biomass: a review. Enzyme Res.

[7] De Lucena RM, Elsztein C, Pita WD, de Souza RB, Paiva SDL, de Morais MA (2015). Transcriptomic response of *Saccharomyces cerevisiae* for its adaptation to sulphuric acid-induced stress. Anton Leeuw Int J G.

[8] Mitsumasu K, Liu ZS, Tang YQ, Akamatsu T, Taguchi H, Kida K (2014). Development of industrial yeast strain with improved acid- and thermo-tolerance through evolution under continuous fermentation conditions followed by haploidization and mating. J Biosci Bioeng.

[9] Benjaphokee S, Hasegawa D, Yokota D, Asvarak T, Auesukaree C, Sugiyama M, Kaneko Y, Boonchird C, Harashima S (2012). Highly efficient bioethanol production by a *Saccharomyces cerevisiae* strain with multiple stress tolerance to high temperature, acid and ethanol. N Biotechnol.

[10] Matsushika A, Suzuki T, Goshima T, Hoshino T (2017). Evaluation of *Saccharomyces cerevisiae GAS1* with respect to its involvement in tolerance to low pH and salt stress. J Biosci Bioeng.

[11] De Lucena RM, Elsztein C, Simoes DA, de Morais MA (2012). Participation of CWI, HOG and Calcineurin pathways in the tolerance of *Saccharomyces cerevisiae* to low pH by inorganic acid. J Appl Microbiol.

[12] Kida K, Kume K, Morimura S, Sonoda Y (1992). Repeated-batch fermentation process using a thermotolerant flocculating yeast constructed by protoplast fusion. J Ferment Bioeng.

[13] Luo Z, Tang YQ, Sun ZY, Kida K (2014). Breeding acid-tolerant *Saccharomyces cerevisiae* strain based on continuous ethanol fermentation under acid stressed condition. J Sichuan Univ: Nat Sci Ed.

[14] Ortiz-Muniz B, Carvajal-Zarrabal O, Torrestiana-Sanchez B, Aguilar-Uscanga MG (2010). Kinetic study on ethanol production using *Saccharomyces cerevisiae* ITV-01 yeast isolated from sugar cane molasses. J Chem Technol Biotechnol.

[15] Manzanares-Estreder S, Espi-Bardisa J, Alarcon B, Pascual-Ahuir A, Proft M (2017). Multilayered control of peroxisomal activity upon salt stress in *Saccharomyces cerevisiae*. Mol Microbiol.

[16] Swiegers JH, Dippenaar N, Pretorius IS, Bauer FF (2001). Carnitine-dependent metabolic activities in *Saccharomyces cerevisiae*: three carnitine acetyltransferases are essential in a carnitine-dependent strain. Yeast.

[17] Hiltunen JK, Mursula AM, Rottensteiner H, Wierenga RK, Kastaniotis AJ, Gurvitz A (2003). The biochemistry of peroxisomal beta-oxidation in the yeast *Saccharomyces cerevisiae*. FEMS Microbiol Rev.

[18] Stolz J, Vielreicher M (2003). Tpn1p, the plasma membrane vitamin B-6 transporter of *Saccharomyces cerevisiae*. J Biol Chem.

[19] Stolz J, Wohrmann HJP, Vogl C (2005). Amiloride uptake and toxicity in fission yeast are caused by the pyridoxine transporter encoded by bsu1(+) (car1(+)). Eukaryot Cell.

[20] Kanellis P, Gagliardi M, Banath JP, Szilard RK, Nakada S, Galicia S, Sweeney FD, Cabelof DC, Olive PL, Durocher D (2007). A screen for suppressors of gross chromosomal rearrangements identifies a conserved role for PLP in preventing DNA lesions. PLoS Genet.

[21] Paxhia MD, Downs DM (2019). *SNZ3* encodes a PLP synthase involved in thiamine synthesis in *Saccharomyces cerevisiae*. G3-Genes Genom Genet..

[22] Rodriguez-Navarro S, Llorente B, Rodriguez-Manzaneque MT, Ramne A, Uber G, Marchesan D, Dujon B, Herrero E, Sunnerhagen P, Perez-Ortin JE (2002). Functional analysis of yeast gene families involved in metabolism of vitamins B1 and B6. Yeast.

[23] Nishizawa M, Komai T, Morohashi N, Shimizu M, Toh-e A (2008). Transcriptional repression by the Pho4 transcription factor controls the timing of *SNZ1* expression. Eukaryot Cell.

[24] Argueso JL, Carazzolle MF, Mieczkowski PA, Duarte FM, Netto OVC, Missawa SK, Galzerani F, Costa GGL, Vidal RO, Noronha MF, Dominska M, Andrietta MGS, Andrietta SR, Cunha AF, Gomes LH, Tavares FCA, Alcarde AR, Dietrich FS, McCusker JH, Petes TD, Pereira GAG (2009). Genome structure of a *Saccharomyces cerevisiae* strain widely used in bioethanol production. Genome Res.

[25] Stambuk BU, Dunn B, Alves SL, Duval EH, Sherlock G (2009). Industrial fuel ethanol yeasts contain adaptive copy number changes in genes involved in vitamin B1 and B6 biosynthesis. Genome Res.

[26] McIlwain SJ, Peris D, Sardi M, Moskvin OV, Zhan FJ, Myers KS, Riley NM, Buzzell A, Parreiras LS, Ong IM, Landick R, Coon JJ, Gasch AP, Sato TK, Hittinger CT (2016). Genome sequence and analysis of a stress-tolerant, wild-derived strain of *Saccharomyces cerevisiae* used in biofuels research. G3-Genes Genom Genet.

[27] Zeng WY, Tang YQ, Gou M, Sun ZY, Xia ZY, Kida K (2017). Comparative transcriptomes reveal novel evolutionary strategies adopted by *Saccharomyces cerevisiae* with improved xylose utilization capability. Appl Microbiol Biotechnol.

[28] Hohmann S, Meacock PA (1998). Thiamin metabolism and thiamin diphosphate-dependent enzymes in the yeast *Saccharomyces cerevisiae*: genetic regulation. Biochim Biophys Acta.

[29] Shi XC, Zou YN, Chen Y, Ying HJ (2018). Overexpression of *THI4* and *HAP4* improves glucose metabolism and ethanol production in *Saccharomyces cerevisiae*. Front Microbiol.

[30] Mojzita D, Hohmann S (2006). Pdc2 coordinates expression of the *THI* regulon in the yeast *Saccharomyces cerevisiae*. Mol Genet Genom.

[31] Nosaka K, Onozuka M, Konno H, Kawasaki Y, Nishimura H, Sano M, Akaji K (2005). Genetic regulation mediated by thiamin pyrophosphate-binding motif in *Saccharomyces cerevisiae*. Mol Microbiol.

[32] Singleton CK (1997). Identification and characterization of the thiamine transporter gene of *Saccharomyces cerevisiae*. Gene.

[33] De Nadal E, Casadome L, Posas F (2003). Targeting the MEF2-like transcription factor Smp1 by the stress-activated Hog1 mitogen-activated protein kinase. Mol Cell Biol.

[34] Tangsombatvichit P, Semkiv MV, Sibirny AA, Jensen LT, Ratanakhanokchai K, Soontorngun N (2015). Zinc cluster protein Znf1, a novel transcription factor of non-fermentative metabolism in *Saccharomyces cerevisiae*. FEMS Yeast Res.

[35] Schuller C, Mamnun YM, Mollapour M, Krapf G, Schuster M, Bauer BE, Piper PW, Kuchler K (2004). Global phenotypic analysis and transcriptional profiling defines the weak acid stress response regulon in *Saccharomyces cerevisiae*. Mol Biol Cell.

[36] Guan NZ, Liu L (2020). Microbial response to acid stress: mechanisms and applications. Appl Microbiol Biotechnol.

[37] Young ET, Dombek KM, Tachibana C, Ideker T (2003). Multiple pathways are co-regulated by the protein kinase Snf1 and the transcription factors Adr1 and Cat8. J Biol Chem.

[38] Simon M, Adam G, Rapatz W, Spevak W, Ruis H (1991). The *Saccharomyces cerevisiae ADR1* gene is a positive regulator of transcription of genes encoding peroxisomal proteins. Mol Cell Biol.

[39] Lebesgue N, Megyeri M, Cristobal A, Scholten A, Chuartzman SG, Voichek Y, Scheltema RA, Mohammed S, Futerman AH, Schuldiner M, Heck AJR, Lemeer S (2017). Combining deep sequencing, proteomics, phosphoproteomics, and functional screens to discover novel regulators of sphingolipid homeostasis. J Proteome Res.

[40] Machado CR, Praekelt UM, de Oliveira RC, Barbosa ACC, Byrne KL, Meacock PA, Menck CFM (1997). Dual role for the yeast *THI4* gene in thiamine biosynthesis and DNA damage tolerance. J Mol Biol.

[41] Ivanov EL, Haber JE (1995). *RAD1* and *RAD10*, but not other excision repair genes, are required for double-strand break-induced recombination in *Saccharomyces cerevisiae*. Mol Cell Biol.

[42] Feldman JL, Peterson CL (2019). Yeast sirtuin family members maintain transcription homeostasis to ensure genome stability. Cell Rep.

[43] Lee MW, Kim BJ, Choi HK, Ryu MJ, Kim SB, Kang KM, Cho EJ, Youn HD, Huh WK, Kim ST (2007). Global protein expression profiling of budding yeast in response to DNA damage. Yeast.

[44] McCourt JA, Nixon PF, Duggleby RG (2006). Thiamin nutrition and catalysis-induced instability of thiamin diphosphate. Br J Nutr.

[45] Xu GQ, Hua Q, Duan NJ, Liu LM, Chen J (2012). Regulation of thiamine synthesis in *Saccharomyces cerevisiae* for improved pyruvate production. Yeast.

[46] Kartal B, Palabiyik B (2019). Thiamine leads to oxidative stress resistance via regulation of the glucose metabolism. Cell Mol Biol.

[47] Wolak N, Kowalska E, Kozik A, Rapala-Kozik M (2014). Thiamine increases the resistance of baker's yeast *Saccharomyces cerevisiae* against oxidative, osmotic and thermal stress, through mechanisms partly independent of thiamine diphosphate-bound enzymes. FEMS Yeast Res.

[48] Depeint F, Bruce WR, Shangari N, Mehta R, O'Brien PJ (2006). Mitochondrial function and toxicity: role of the B vitamin family on mitochondrial energy metabolism. Chem Biol Interact.

[49] Kartal B, Akcay A, Palabiyik B (2018). Oxidative stress upregulates the transcription of genes involved in thiamine metabolism. Turk J Biol.

[50] Nugroho RH, Yoshikawa K, Shimizu H (2015). Metabolomic analysis of acid stress response in *Saccharomyces cerevisiae*. J Biosci Bioeng.

[51] Li B, Xie CY, Yang BX, Gou M, Xia ZY, Sun ZY, Tang YQ (2020). The response mechanisms of industrial *Saccharomyces cerevisiae* to acetic acid and formic acid during mixed glucose and xylose fermentation. Process Biochem.

[52] Krems B, Charizanis C, Entian KD (1996). The response regulator-like protein Pos9/Skn7 of *Saccharomyces cerevisiae* is involved in oxidative stress resistance. Curr Genet.

[53] Ming M, Wang XY, Lian LL, Zhang H, Gao WX, Zhu B, Lou DW (2019). Metabolic responses of *Saccharomyces cerevisiae* to ethanol stress using gas chromatography-mass spectrometry. Mol Omics.

[54] Morita Y, Nakamori S, Takagi H (2002). Effect of proline and arginine metabolism on freezing stress of *Saccharomyces cerevisiae*. J Biosci Bioeng.

[55] Takagi H (2008). Proline as a stress protectant in yeast: physiological functions, metabolic regulations, and biotechnological applications. Appl Microbiol Biotechnol.

[56] Ohta E, Nakayama Y, Mukai Y, Bamba T, Fukusaki E (2016). Metabolomic approach for improving ethanol stress tolerance in *Saccharomyces cerevisiae*. J Biosci Bioeng.

[57] Miura T, Minegishi H, Usami R, Abe F (2006). Systematic analysis of *HSP* gene expression and effects on cell growth and survival at high hydrostatic pressure in *Saccharomyces cerevisiae*. Extremophiles.

[58] Richter K, Haslbeck M, Buchner J (2010). The heat shock response: life on the verge of death. Mol Cell.

[59] Berry DB, Gasch AP (2008). Stress-activated genomic expression changes serve a preparative role for impending stress in yeast. Mol Biol Cell.

[60] Tang YQ, An M, Liu K, Nagai S, Shigematsu T, Morimura S, Kida K (2006). Ethanol production from acid hydrolysate of wood biomass using the flocculating yeast *Saccharomyces cerevisiae* strain KF-7. Process Biochem.

[61] Li YC, Gou ZX, Liu ZS, Tang YQ, Akamatsu T, Kida K (2014). Synergistic effects of *TAL1* over-expression and *PHO13* deletion on the weak acid inhibition of xylose fermentation by industrial *Saccharomyces cerevisiae* strain. Biotechnol Lett.

[62] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(T)(-Delta Delta C) method. Methods.

# Supplementary material for: Saccharomyces cerevisiae employs complex regulation strategies to tolerate low pH stress during ethanol production
**Source:** Microb Cell Fact. 2022 Nov 24;21:247. doi: 10.1186/s12934-022-01974-3

*Saccharomyces cerevisiae* employs complex regulation strategies to tolerate low pH stress during ethanol production

Yajing Wu, Bo Li, Bu Miao*, Caiyun Xie*, Yue-Qin Tang

**Additional file 1 - content**

**Table S1** Primers used for RT-qPCR.

**Fig. S1** The cluster of the gene expression level of each strain

**Fig. S2** Validation of transcriptome data by RT-qPCR. The fold change means the ratio of the expression level of a specific gene in experimental group samples to that in control samples. The *ACT1* expression level was used as a reference in RT-qPCR. Panel A, B, C indicated groups B3 vs KF-7, C3 vs KF-7, and BC3 vs KF-7 under pH 4.5, while panel D, E, F indicated the conditions under pH 2.5, respectively.

**Table S1** Primers used for RT-qPCR.

| Target gene | Primer | Sequence (5’~3’) |
| --- | --- | --- |
| *ACT1* | Rt-ACT1 F | ATGCAAACCGCTGCTCAA |
|  | Rt-ACT1 R | AGTTTGGTCAATACCGGCAGA |
| *ADY2* | Rt-ADY2 F | CCTTCGCGTTGACGACATT |
|  | Rt-ADY2 R | ACCAAACCACCATAAAACATAGCAC |
| *ATO2* | Rt-ATO2 F | CGCAAATCCTGCTCCACTA |
|  | Rt-ATO2 R | GCACACCCAACAACAACATT |
| *BTN2* | Rt-BTN2 F | CGGAGAAAGCGAAAGAACCA |
|  | Rt-BTN2 R | TGGCAGCTTTTTCCTGTTCTG |
| *ENO1* | Rt-ENO1 F | GCTTTCGTTAAGGCTAACATTG |
|  | Rt-ENO1 R | AAGAAACACCCAAGATAGCG |
| *ENO2* | Rt-ENO2 F | CGCTATCTTGGGTGTCTCCA |
|  | Rt-ENO2 R | GCACCAGTTGGAGCAATCAT |
| *HSP30* | Rt-HSP30 F | TTCAACCAGACGGTGAGGCTA |
|  | Rt-HSP30 R | CCTTGGCAATTTGCCATCA |

**Fig. S1**

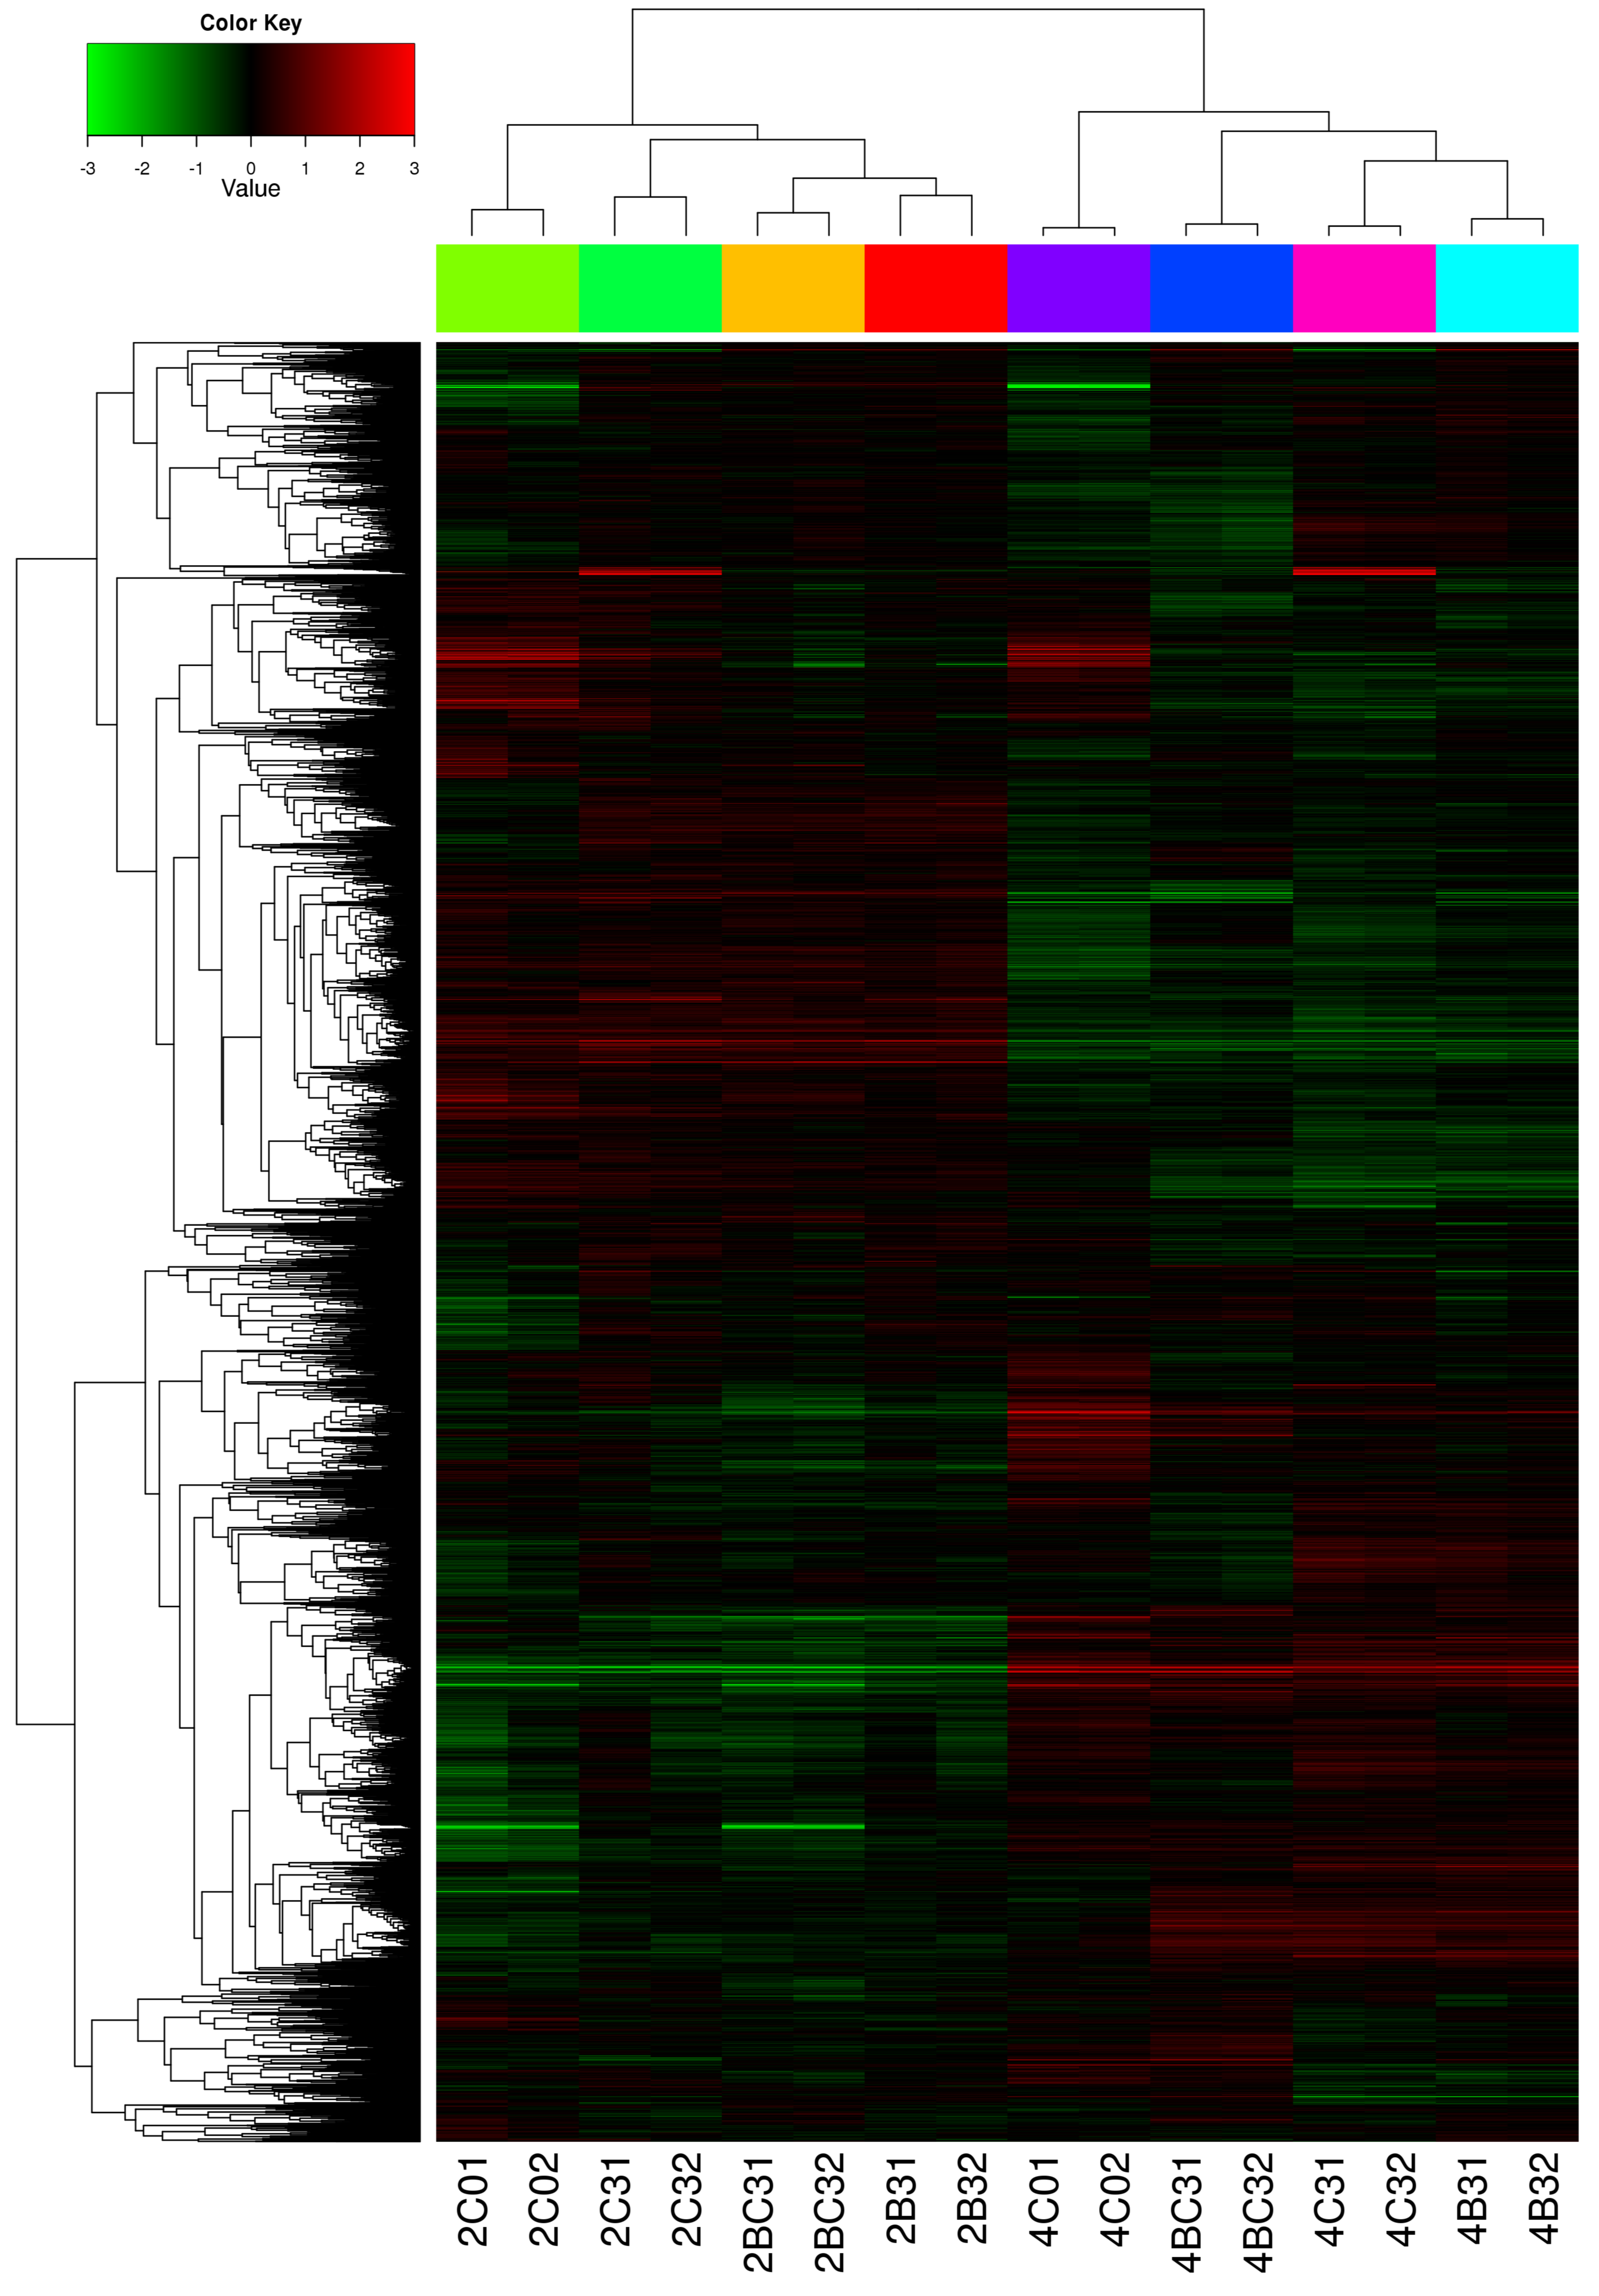

**Fig. S2**

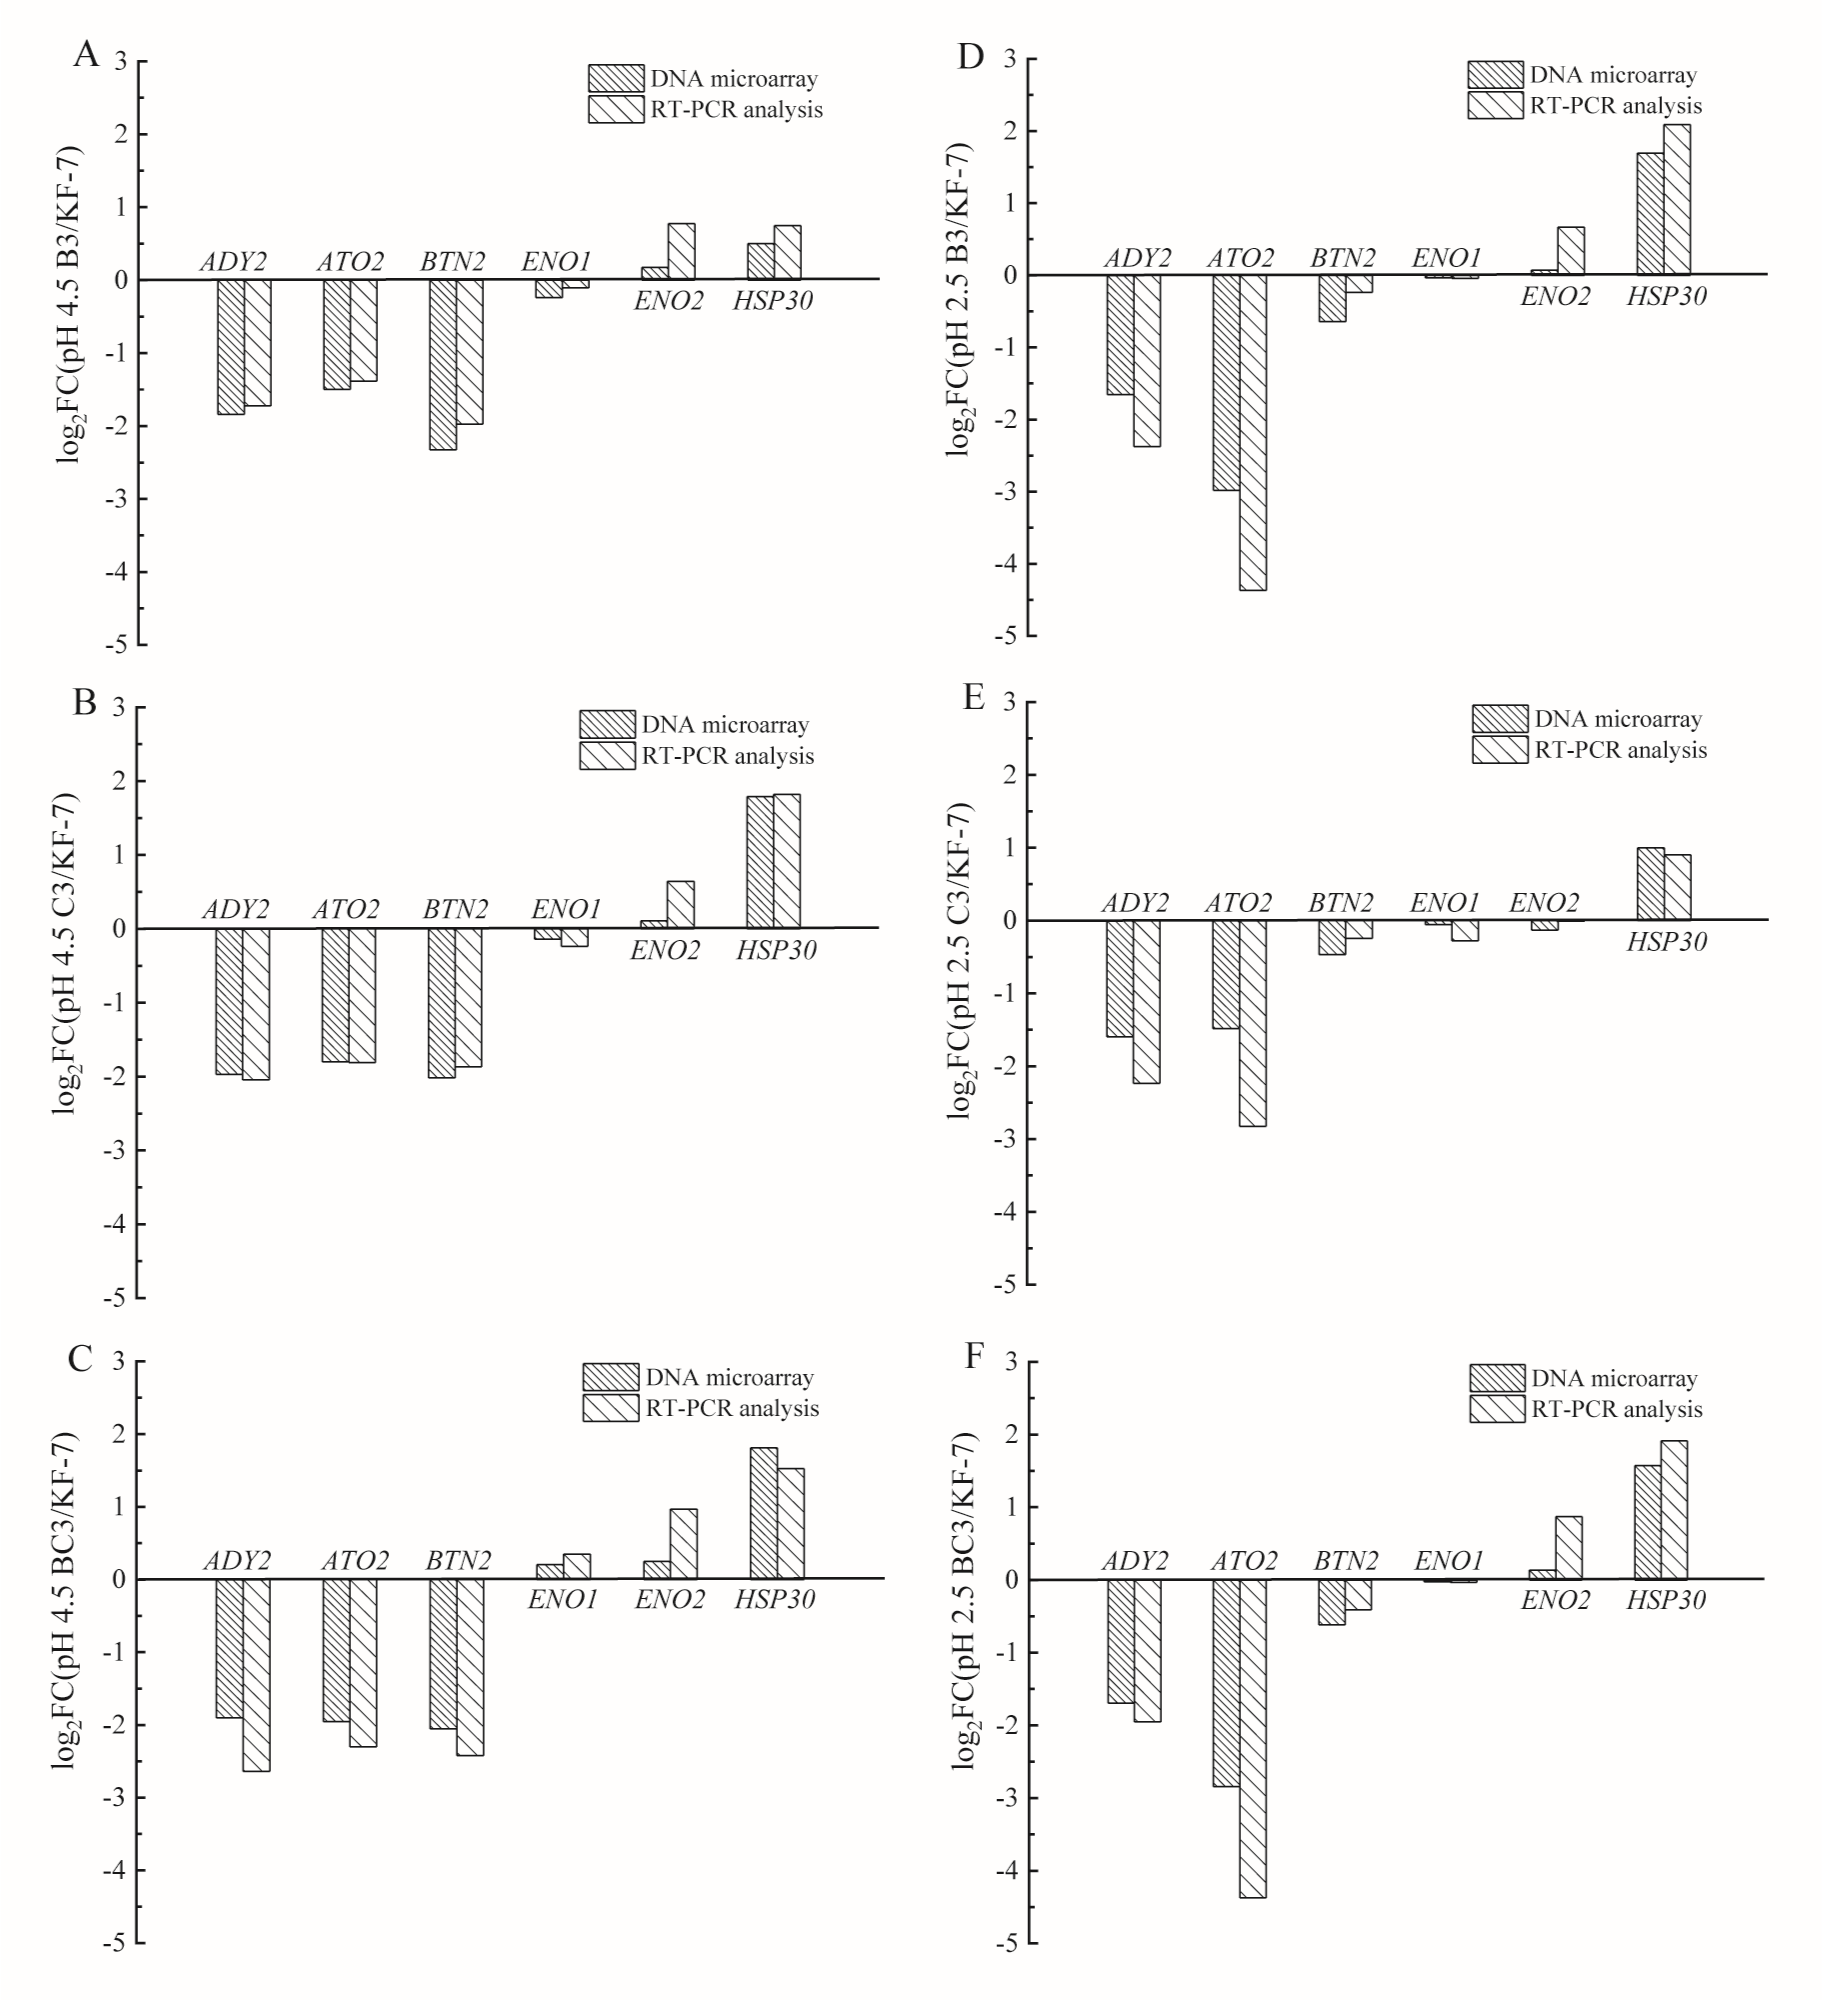

**Supplement:** Supplementary file 1 — Additional file 1: Table S1 Primers used for RT-qPCR. Fig. S1 The cluster of the gene expression level of each strain. Fig. S2 Validation of transcriptome data by RT-qPCR. The fold change means the ratio of the expression level of a specific gene in experimental group samples to that in control samples. The ACT1 expression level was used as a reference in RT-qPCR. Panel A, B, C indicated groups B3 vs KF-7, C3 vs KF-7, and BC3 vs KF-7 under pH 4.5, while panel D, E, F indicated the conditions under pH 2.5, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

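RNA of KF-7, B3, C3, and BC3 was measured on 16 Affymetrix Yeast Genome 2.0 arrays, 2 biological replicates of each strain harvested at 4 h under pH 4.5 and 2 at 8 h under pH 2.5. The deposited file holds 1 normalized intensity per probe set on a linear scale for each of the 16 arrays, and all 16 columns were used. The authors state that data were extracted and analyzed with the Affymetrix GeneChip Command Console Software. How probes were summarized to probe sets and how arrays were normalized is not stated in the sources read here. No raw image or probe-level file was used, and no step was run to repeat that normalization. Each array was hybridized with labelled cRNA of 1 culture. The p-values rest on the spread between biological replicates pooled over all groups, not on that of the compared groups alone. Replicates lay further apart at pH 2.5 (median absolute log2 difference 0.116 to 0.184) than at pH 4.5 (0.083 to 0.095). The p-values of comparisons at pH 2.5 may therefore be too small.

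The value table holds 10928 probe sets, 7244 with 1 gene symbol, 1 with several, and 3683 with none. The annotation gave 5498 probe sets of 5449 *S. cerevisiae* genes, of which 47 genes have more than 1 probe set, and 12 symbols were updated through the gene number. The 1 probe set with several symbols was left out, although the design had it tested. Where a gene has several probe sets, the one with the highest mean over all arrays is named. The 1746 *S. pombe* probe sets served as background, taken as their 95th percentile on each array, which was 9.55 to 11.38. Above it lay 96.73 to 97.54 percent of the *S. cerevisiae* probe sets. The highest intensities were 11971 to 13939. No value was missing or at 0 or below.

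DEGs by the 2-fold rule had a ratio of the averages of 2 arrays of at least 2 or at most 0.5, as the methods of the paper state, with limits of 1.5 and 0.67 for the ratio of fold changes between pH conditions. Tests were run with limma 3.58.1 in R 4.3.3 on log2 of the deposited intensities, with 1 mean for each of the 8 groups, eBayes (8 residual and 4.228 prior degrees of freedom), and Benjamini-Hochberg adjustment over the 5498 probe sets at 0.05. Every adjusted p of a gene comes from this fit, is two-sided, and its fold change is a difference of log2 means. Comparisons were each low pH-tolerant strain against KF-7 at each pH, the difference of these changes between pH 2.5 and pH 4.5 (the interaction), the mean of B3 and C3 against BC3 at each pH, and pH 2.5 against pH 4.5 within each strain. BC3 against B3 and C3 against B3 were added after the other results were seen.

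Gene lists were written from textbook knowledge, 33 before the files were opened and 1, of pheromone response genes, afterwards. The results of the paper had been seen before the lists were written. Members past the test were counted over all probe sets and again adjusted over the list alone. The camera test of limma was run on 1 probe set per gene and the same 8 group means with its preset correlation of 0.01 and with an estimated correlation, each adjusted over the 33 lists, and fry was run the same way. A hypergeometric test compared the 2-fold DEGs with all 5449 genes, adjusted over the lists of both directions. KEGG membership was not available, so the pathways of the paper were not tested as such. The 33 lists were thiamine, vitamin B6, fatty acid β-oxidation, fatty acid synthesis, gluconeogenesis and glyoxylate, branched-chain amino acid synthesis, methionine and sulfur, nitrogen catabolite repressed, arginine and lysine synthesis, heat shock proteins, general stress response, DNA repair, glycolysis and fermentation, TCA cycle, respiratory chain, pentose phosphate pathway, glycerol, phosphate starvation, a-specific, α-specific and haploid-specific genes, sporulation, daughter cell separation, cell wall, flocculation, ribosomal proteins, ribosome biogenesis, ergosterol, iron uptake, zinc uptake, hexose transporters, drug and acid efflux, and proton and potassium transport.

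Named genes were all genes the paper names, the 5 highest and 5 lowest log2 fold changes of each strain comparison, the 10 highest and 10 lowest of B3 and C3 against BC3 at pH 2.5, the 5 highest and 5 lowest of pH 2.5 against pH 4.5 in each strain, up to 4 members of each list and comparison with the largest change past the test, and all mating-type and haploid-specific members, in total 462. The highest and lowest were taken among genes past the test whose arrays did not overlap between groups. Overlaps of DEGs were compared with n1 × n2 / 5498 and with 100 simulations of unchanged strains that shared the KF-7 arrays. The median log2 change of each of the 16 chromosomes was tested in 6 comparisons with 100000 permutations of genes.

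The scripts were tested on simulated data for B3 against KF-7 at pH 2.5, where 50 genes each were shifted. At a log2 change of 0.5, limma found 50 percent and the 2-fold rule 2 percent, and at 1.0 they found 94 and 48 percent. Of 5298 unchanged genes limma called 11. In arrays without any change at pH 4.5, limma called 0 probe sets and the 2-fold rule 1. A shift of 1 in the thiamine list was found as the sole list of 33, and a shift of 0.3 on chromosome III was read as 0.2747.

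Alternatives were averages of log2 values, quantile normalization, leaving out the 1375 probe sets with the lowest mean signal, 1 probe set per gene, the 2-fold rule together with an adjusted p under 0.05, an adjusted p under 0.01, the arrays of a comparison alone, replicate number as a block, an intensity trend with a robust prior, array weights, 16 added before log2, and each array left out in turn. Counting all probe sets of the array was added later. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 were used for the other steps. Fermentation data, RT-qPCR values, and protein interactions were not analysed here.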

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

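All tests of explanations in this part were chosen only after the result was seen.

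On the arrays labelled BC3, 7 of 7 a-specific and 11 of 11 haploid-specific genes were higher than in KF-7 at pH 2.5, as in the *MAT*a strain B3. A swap of BC3 arrays with arrays of B3 or C3 would leave diploid levels on those arrays, and 0 arrays labelled B3 or C3 had the haploid-specific genes at the level of KF-7. B3 RNA mixed into RNA of an a/α culture would have to account for the a-specific genes. They need a median share of 0.887 at pH 2.5 (quartiles 0.788 to 1.15) and 0.992 at pH 4.5 (0.728 to 1.2). The thiamine genes allow 0.329 (0.238 to 0.523) at pH 2.5, and the ribosome biogenesis genes 0.623 (0.596 to 0.689) at pH 4.5. Both of these lists were picked as high in B3 on the same arrays, and at pH 4.5 the quartiles lay close together. *HMLALPHA1* reached at most 7.13 on the 4 BC3 arrays, under background, and 19.2 to 44.1 on the KF-7 arrays, as cells without *MAT*α on the BC3 arrays would show. The diploid KF-7 itself lay near background, against 360.3 to 661.2 in C3. A low reading thus separates cells without *MAT*α from a/α cells by a small margin only. Whether the cells on the BC3 arrays were haploid or diploid cannot be told from expression, and what happened to the culture was not tested.

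Thiamine genes were higher in B3 and C3 than in KF-7 at pH 2.5 and not at pH 4.5, with 12 of 14 members showing a higher log2 fold change in B3 at pH 2.5 than at pH 4.5. Saturated probe sets at pH 4.5 would hide a change among the bright members alone, yet 6 of 8 dimmer members also had a higher log2 fold change at pH 2.5. Scaling between arrays left 12 members higher in B3 after quantile normalization. A rise in B3 and C3 was tested within B3, where 0 members were higher and 9 lower at pH 2.5 than at pH 4.5, while 13 were lower in KF-7, which suggests for B3 a fall that was deeper in KF-7, and in C3 2 were higher and 4 lower, so a rise of single genes there stays open. Hour of harvest in place of pH stays an untested case, because 0 pH values were measured at more than 1 hour.

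Pheromone response genes were higher in C3 than in KF-7, 15 of 15 at pH 4.5. Their list was written after the values had been seen. RNA of a cells in the C3 cultures would raise a-specific genes, whose median log2 fold change in C3 was −0.61 at pH 4.5. A single array is not the source, as without 1 array 13 members at the lowest stayed higher in C3 at pH 2.5 and 15 at pH 4.5. Why C3 expresses these genes was not tested.

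The change against KF-7 differed between pH 2.5 and pH 4.5 for 1454 probe sets in B3. In C3 this held for 1459 probe sets, and in BC3 for 1265. Of 14 phosphate starvation genes, 11 had a higher log2 fold change in B3 at pH 2.5 than at pH 4.5, where 12 were lower than in KF-7. In C3 at pH 2.5, 11 of these genes were lower than in KF-7. At pH 4.5, 33 of 37 ribosome biogenesis genes were higher in B3 and C3 than in BC3. Daughter cell separation genes were higher in C3 than in KF-7 at pH 2.5 for 11 of 12 members (camera adjusted p = 0.072 with an estimated correlation). *MRPL10* was at least 69.5-fold higher in KF-7 than in B3 at pH 2.5. *FDH1* had a log2 fold change of 5.22 between pH 2.5 and pH 4.5 in KF-7.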

How the results depend on the processing

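Each alternative was planned before the files were read, apart from counting all probe sets of the array, which was chosen only after the result was seen. No result that passed its test changed direction. A count is said to have moved when it differed from the main count by a factor over 1.5. Where a count moved, the cause was not tested.

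Without the 1375 probe sets of lowest mean signal, 2-fold counts of upregulated and downregulated probe sets became 55 and 103 in B3, 70 and 121 in C3 at pH 4.5, 67 downregulated in BC3 at pH 4.5, and 67 and 75 in B3, 72 and 39 in C3, and 37 and 66 in BC3 at pH 2.5. Unique to pH 2.5 were then 53 and 51 in B3, 53 and 24 in C3, and 18 and 42 in BC3, and shared by both pH conditions were 14 and 24 in B3, 19 and 15 in C3, and 19 and 24 in BC3. The analysed DEGs shared by B3 and C3 fell to 21 downregulated, and those of all 3 strains to 6 upregulated and 8 downregulated. In limma, B3 and C3 against BC3 at pH 2.5 went to 427. The chromosome XII shift of B3 at pH 4.5 went from 0.061 to 0.081, and that of chromosome VI in BC3 from −0.161 to −0.059. Quantile normalization gave 66 downregulated DEGs unique to pH 2.5 in C3. All probe sets gave 71 for these, 56 shared by B3 and C3, and 34 shared by all 3 strains. At an adjusted p under 0.01, limma kept 1304, 1315, and 1280 in B3, C3, and BC3 at pH 4.5, 1177, 1063, and 899 at pH 2.5, 715, 690, and 442 for the interactions, 309 and 1185 for B3 and C3 against BC3 at pH 2.5 and pH 4.5, and 1422 for pH in B3. With only the arrays of the comparison, B3, C3, and BC3 at pH 2.5 had 871, 485, and 618, the interaction of C3 934, and B3 and C3 against BC3 292. Array weights gave 1193, 735, and 973 at pH 2.5. With an estimated correlation, lists past camera went from 15 to 3, 17 to 3, and 9 to 2 in B3, C3, and BC3 at pH 4.5, from 15 to 6, 17 to 8, and 18 to 4 at pH 2.5, and for B3 and C3 against BC3 from 16 to 4 at pH 2.5 and 14 to 3 at pH 4.5. With those 1375 left out of the background, lists past the hypergeometric test for BC3 at pH 4.5 went from 8 to 4.

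Leaving out 1 array at a time, KF-7 pH 2.5 replicate 2 moved 11 of the 22 2-fold counts it enters, with ranges of 105 to 182 upregulated in B3, 109 to 236 in C3, and 56 to 98 in BC3 at pH 2.5. Unique to pH 2.5 ranged from 79 to 156 in B3, 66 to 192 in C3 (also C3 pH 2.5 replicate 2), and 28 to 69 in BC3 on the upregulated side, and 28 to 76 in C3 on the downregulated side. Shared by B3 and C3 were 48 to 109 upregulated and 20 to 63 downregulated (also KF-7 pH 2.5 replicate 1), and by all 3 strains 11 to 39 and 12 to 38. limma counts ranged from 1231 to 1660 in B3 at pH 4.5 (KF-7 pH 4.5 replicates 1 and 2, B3 pH 4.5 replicate 1), 1291 to 1543 in C3 (KF-7 and C3 pH 4.5 replicate 1), and 1266 to 1416 in BC3 (KF-7 pH 4.5 replicate 1, BC3 pH 4.5 replicate 2). At pH 2.5 they ranged from 1194 to 2073 in C3 (KF-7 replicate 1) and 968 to 1815 in BC3 (BC3 replicate 2). Interactions ranged from 829 to 1839 in B3 (KF-7 pH 4.5 replicate 2, B3 pH 4.5 replicate 1), 944 to 1750 in C3 (KF-7 and C3 pH 4.5 replicate 1), and 574 to 1717 in BC3 (6 of its arrays). B3 and C3 against BC3 ranged from 210 to 806 at pH 2.5 (BC3 replicate 2) and 963 to 1709 at pH 4.5 (both BC3 replicates), and pH in B3 from 1386 to 1739 (B3 pH 4.5 replicate 1). Correlations of same-numbered deviations over 28 pairs of groups ran from −0.39 to 0.589 with a median of 0.022, 11 over 0.1 and 5 under −0.1, so replicate numbers were not taken to pair the arrays, and a replicate block changed each of the 15 limma counts by at most 2.4 percent. The largest change was 5.2 percent with a trend and a robust prior, 3.1 percent with 16 added before log2, and 0.8 percent with 1 probe set per gene. Averages of log2 values changed the 28 counts of the 2-fold rule by at most 7.3 percent, and the added adjusted p by at most 3.2 percent.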

Differences from the paper's values

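All alternatives named here were chosen before the data were examined except that counting all probe sets of the array was added only after the result was seen.

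Of 168 fold changes in Tables 1 to 3 whose genes have a probe set in the annotation, 168 lie within 0.005 of the value from the files. Of 40 stated numbers of DEGs, 12 equal the value from the files, and among numbers above 1 the largest difference is 6.5 percent. The sole number past the limit is that of upregulated DEGs of BC3 shared by both pH conditions with a ratio of fold changes over 1.5, which the paper gives as 1 and the values here as 0. It stays at 0 with averages of log2 values, quantile normalization, without the 1375 probe sets of lowest mean signal, 1 probe set per gene, and the 2-fold rule with an adjusted p under 0.05. Left-out arrays also differ for KF-7 pH 4.5 replicate 2 and KF-7 pH 2.5 replicate 2, at 2, and for both BC3 pH 4.5 replicates and KF-7 pH 2.5 replicate 1, at 0. Without KF-7 pH 4.5 replicate 1 or either BC3 pH 2.5 replicate it is 1. All probe sets of the array also give 1, and which probe set the paper counted stays open.

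The paper's numbers of upregulated and downregulated DEGs unique to pH 2.5 add up to 175 in B3, 127 in C3, and 113 in BC3, above the totals it prints. For the ethanol yields of all 3 low pH-tolerant strains it names the upregulation of *PDC5*, which here passed the test in B3 and C3 and not in BC3. It also names the downregulation of *ALD3* and *ADH2*. *ALD3* narrowly missed the limit of the test in B3 and narrowly passed it in C3. Its mean in B3 was also below that of KF-7, so B3 is not shown to lack this fall. *ADH2* was lower than in KF-7 in each strain at pH 2.5. The paper finds no upregulation among the glycerol synthesis DEGs, which it defines by the 2-fold rule. The rises of *GPP1* and *GPP2* in each strain were under 2-fold and do not contradict this, and *GPD1* was lower in B3. *GAT1* fell less in C3 than in B3.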

Other observations

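From pH 4.5 to pH 2.5, *FDH1*, which encodes formate dehydrogenase, rose by log2 fold changes of 5.83 in B3, 6.44 in C3, and 6.41 in BC3 (adjusted p at most 7.1e-11). *SMP1*, a transcription factor gene, rose by 2.05 in KF-7, 4.10 in B3, 3.85 in C3, and 4.00 in BC3, and the cell surface protease gene *YPS3* by 3.03 in KF-7. The cell wall mannoprotein gene *TIR3* fell in all 4 strains (log2 −4.85, −4.61, −4.13, and −5.46 in KF-7, B3, C3, and BC3), as did *GCV2*, a glycine decarboxylase gene (−4.28, −4.32, −3.71, and −5.15). pH and hour of harvest change together here. Of 19 cell wall genes, 12 rose and 4 fell in KF-7 over this step (13 and 4 adjusted over the list alone; camera adjusted p = 0.0083, and 0.39 with an estimated correlation), and of 19 proton and potassium transport genes 2 rose and 12 fell (2 and 12; 0.034, and 0.30 with an estimated correlation).

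*GIT1*, a glycerophosphoinositol transporter gene, had log2 fold changes against KF-7 of 1.15 in B3, −1.48 in C3, and 0.87 in BC3 at pH 2.5 (adjusted p = 9.9e-04, 2.0e-04, and 0.0066), and the phosphate transporter gene *PHO84* had −1.36 in C3 (adjusted p = 4.2e-05). Of 14 phosphate starvation genes, 5 were upregulated in B3, 11 downregulated in C3, and 4 upregulated in BC3 (5, 11, and 5 adjusted over the list alone; camera adjusted p = 0.058, 2.4e-09, and 0.013, and 0.016 in C3 and 0.27 in BC3 with an estimated correlation). *SCW11*, a glucanase gene of daughter cells, rose by 1.27, 2.37, and 1.08 in B3, C3, and BC3, and *DSE1* by 0.52 in B3 and 2.01 in C3. Of 12 daughter cell separation genes, 8, 11, and 7 were upregulated (8, 11, and 7 adjusted over the list alone; camera adjusted p = 3.9e-04, 5.4e-09, and 0.0029, and 0.26, 0.072, and 0.35 with an estimated correlation). *HRP1* and *NRD1*, whose products bind RNA for 3′ end formation, were lower in B3 and C3 than in BC3 at pH 2.5 (log2 −1.15 and −1.07, adjusted p = 1.1e-05 and 3.2e-04). *MRPL10*, a mitochondrial ribosomal protein gene, read 573.6 to 862.8 on the KF-7 arrays and 2.8 to 4.7 on the 12 others, while its neighbours *WSC2* and *CUS2* had −0.59 and 0.65 in B3. Whether the gene is absent or its sequence differs at the probes was not tested.

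Of 23 respiratory chain genes, 14 were downregulated in B3, 12 in C3, and 13 in BC3 at pH 2.5 (17, 12, and 13 adjusted over the list alone; camera adjusted p = 1.2e-07, 5.6e-08, and 3.5e-05, and 0.025, 0.025, and 0.069 with an estimated correlation). Of 12 arginine and lysine synthesis genes, 4, 4, and 9 were downregulated (5, 4, and 10 adjusted over the list alone; camera adjusted p = 0.024, 0.027, and 1.8e-04, and 0.51, 0.53, and 0.29 with an estimated correlation). Of 37 ribosome biogenesis genes, 6, 12, and 13 were upregulated (5, 13, and 13 adjusted over the list alone; camera adjusted p = 0.063, 0.021, and 3.0e-05, and 0.81 in C3 and 0.49 in BC3 with an estimated correlation), and of 127 ribosomal protein genes 20, 19, and 22 (14, 7, and 19; 0.19, 0.99, and 0.0019, and 0.61 in BC3 with an estimated correlation). All 4 α-specific genes were upregulated in C3 and 2 downregulated in B3 and in BC3 (camera adjusted p = 8.3e-09, 0.0065, and 0.0036, and 0.0044, 0.059, and 0.069 with an estimated correlation).

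In the other lists at pH 2.5, numbers of upregulated and downregulated members in B3, C3, and BC3 were as follows. Pentose phosphate pathway genes had 6 and 1, 5 and 1, and 1 and 3 of 12 (camera adjusted p = 0.068, 0.16, and 0.84). Fatty acid synthesis genes had 1 and 1, 1 and 1, and 1 and 0 of 10 (0.86, 0.90, and 0.69). Sporulation genes had 3 and 4, 3 and 3, and 2 and 5 of 12 (0.40, 0.41, and 0.15), and flocculation genes 2 and 0, 2 and 0, and 1 and 0 of 5 (0.31, 0.41, and 0.32). Iron uptake genes had 1 and 1, 2 and 1, and 1 and 4 of 16 (0.37, 0.95, and 0.16), and zinc uptake genes 0 and 2, 1 and 1, and 0 and 2 of 6 (0.17, 0.58, and 0.16). Hexose transporter genes had 1 and 4, 3 and 1, and 2 and 5 of 11 (0.092, 0.83, and 0.25). Over 16 chromosomes and 6 comparisons, the median shift of chromosome VI over 117 genes was below 0 in all 6, from −0.055 in B3 at pH 2.5 to −0.1609 in BC3 at pH 4.5, which alone passed (permutation, adjusted p = 0.016). Without the 1375 probe sets of lowest mean signal these shifts were −0.0594 in BC3 at pH 4.5 to −0.1336 in C3 at pH 4.5, with 0 of 6 past the test (adjusted p = 0.809 and 0.105 for these), and the adjusted p of chromosome XII in B3 at pH 4.5 went from 0.13 to 0.031.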
